# Intraarticular injection of liposomal adenosine reduces cartilage damage in established murine and rat models of osteoarthritis

**DOI:** 10.1038/s41598-020-68302-w

**Published:** 2020-08-10

**Authors:** Carmen Corciulo, Cristina M. Castro, Thomas Coughlin, Samson Jacob, Zhu Li, David Fenyö, Daniel B. Rifkin, Oran D. Kennedy, Bruce Neil Cronstein

**Keywords:** Osteoarthritis, Experimental models of disease

## Abstract

Osteoarthritis (OA) affects nearly 10% of the population of the United States and other industrialized countries and, at present, short of surgical joint replacement, there is no therapy available that can reverse the progression of the disease. Adenosine, acting at its A2A receptor (A2AR), is a critical autocrine factor for maintenance of cartilage homeostasis and here we report that injection of liposomal suspensions of either adenosine or a selective A2AR agonist, CGS21680, significantly reduced OA cartilage damage in a murine model of obesity-induced OA. The same treatment also improved swelling and preserved cartilage in the affected knees in a rat model of established post-traumatic OA (PTOA). Differential expression analysis of mRNA from chondrocytes harvested from knees of rats with PTOA treated with liposomal A2AR agonist revealed downregulation of genes associated with matrix degradation and upregulation of genes associated with cell proliferation as compared to liposomes alone. Studies in vitro and in affected joints demonstrated that A2AR ligation increased the nuclear P-SMAD2/3/P-SMAD1/5/8 ratio, a change associated with repression of terminal chondrocyte differentiation. These results strongly suggest that targeting the A2AR is an effective approach to treat OA.

## Introduction

Osteoarthritis (OA) is a common disease affecting 151 million people worldwide and its incidence is expected to increase in industrialized countries due to aging and increased obesity of the population, a condition that together with previous joint injury represent the most common risk factors^1^. OA can affect any joint, but most commonly affects the knee, hip and hand. The prevalence of OA is greatest in the knee joint, in both women (47%) and men (40%), and there is no therapy currently available that can reverse or halt the progression of OA^2,3^ short of total joint replacement. Total knee replacements are the most common joint surgeries and it has been estimated that there will be a fivefold increase in the number of patients undergoing this surgical procedure up to 3.5 million by 2030^4,5^.

In search of effective therapies, a number of different approaches have been taken including a focus on both growth factors, such as transforming growth factor-beta (TGFβ), and other molecular pathways involved in regulating cartilage development and homeostasis. TGFβ molecular signaling exerts dual and opposing roles in cartilage and chondrocyte health depending on the receptor and signal activated downstream. It has been shown that inhibition of high levels of systemic TGFβ attenuates anterior cruciate ligament rupture-induced OA in mice by preventing loss of proteoglycan from the cartilage and protecting the subchondral bone from structural alteration^6^. Moreover, the effect of TGFβ on joint health depends on which receptor it binds. Activation of downstream signaling pathways after TGFβ stimulation of ALK5, which is expressed on chondrocytes, leads to SMAD2/3 phosphorylation and signaling, phenomena associated with maintenance of cartilage. Indeed mice lacking SMAD3 show loss of proteoglycan, collagen 2, aggrecan and express more MMP13 and MMP9^7^. In contrast, signaling through ALK1, also expressed on chondrocytes, leads to SMAD1/5/8 phosphorylation and signaling resulting in chondrocyte hypertrophy^8^. The importance of appropriate TGFβ signaling is more evident in the cartilage of both elderly and osteoarthritis patients who show a decrease of TGFβ2, TGFβ3, and ALK5 expression with increased SMAD1/5/8 translocation to the nucleus^9,10^.

We have recently reported that adenosine, generated extracellularly from the hydrolysis of ATP, is an autocrine homeostatic factor that maintains chondrocyte and cartilage balance^11^. We further demonstrated that intraarticular injection of liposomal preparations of adenosine, prevents cartilage destruction and chondrocyte hypertrophy via interaction with its A2A receptor (A2AR) in a rat model of post-traumatic OA^11^. Published evidence suggests that endogenous adenosine, acting at the A2AR, protects cartilage from degradation and prevents release of degenerative and pro-inflammatory molecules from articular chondrocytes^12-14^. In the clinic, unlike experimental models, treatment for OA begins well after the process has begun and OA has been established. Therefore, we determined in this study whether treatment of established OA with either liposomal preparations of adenosine (Lipo-ADE) or liposomal preparations of CGS21680, a selective A2AR agonist (Lipo-CGS), could prevent progression of OA. Moreover, we explored the mechanism by which A2AR receptor stimulation alters cartilage pathophysiology.

Here we report that intra-articular injections of liposomal preparations of adenosine and the selective A2AR agonist, CGS21680, prevent OA progression in two different models of OA, obesity-induced OA in mice and post-traumatic OA in rats.

## Results

### Intra-articular injection of Lipo-Ade and Lipo-CGS reversed OA in a murine model of obesity-induced OA

Obesity is a common risk factor for OA, so we tested the effect of Lipo-Ade and Lipo-CGS in a murine model of obesity-induced OA. Mice were maintained on a high fat (60%) diet; a DEXA scan was performed on all of the mice before and after the high fat diet was started and significant differences in body fat composition and percentage body fat were observed in all the obese animals compared to the group fed with regular chow (Supplemental Fig. 2, *p* < 0.001); no difference was detected among the various treatment groups studied here. In addition, there were no differences in bone mineral density, bone mineral content and lean tissue among all the experimental groups (Supplemental Fig. 2). Immunoassay on plasma samples revealed a significant increase of the pro-inflammatory cytokines IL-6, leptin and resistin in HFD mice compare to the NC fed mice (Supplemental Fig. 3) and TNF-α was undetectable in all of the mice. Treatment of mice with intraarticular injections of Lipo or Lipo-CGS did not affect the levels of these adipokines. In this model of OA treatment with intra-articular Lipo-Ade and Lipo-CGS led to significant histologic improvement in obesity-related OA with restoration of Safranin O-stained proteoglycan in the treated mice, as compared to the saline- or Lipo-treated mice (Fig. 1A). Interestingly, H&E staining showed a reduction in synovial membrane thickness and inflammation in Lipo-CGS- and Lipo-Ade-treated mice as compared to the control groups (Fig. 1A). Knees of mice fed with a high fat diet (HFD mice) had an OARSI score of 5.2 ± 1.8. Injections of both Lipo-Ade and Lipo-CGS dramatically decreased OA severity (OARSI score 1.3 ± 0.8 and 1.8 ± 1.0, respectively, *p* < 0.001 *vs* untreated for both, Fig. 1B).

**Figure 1:**
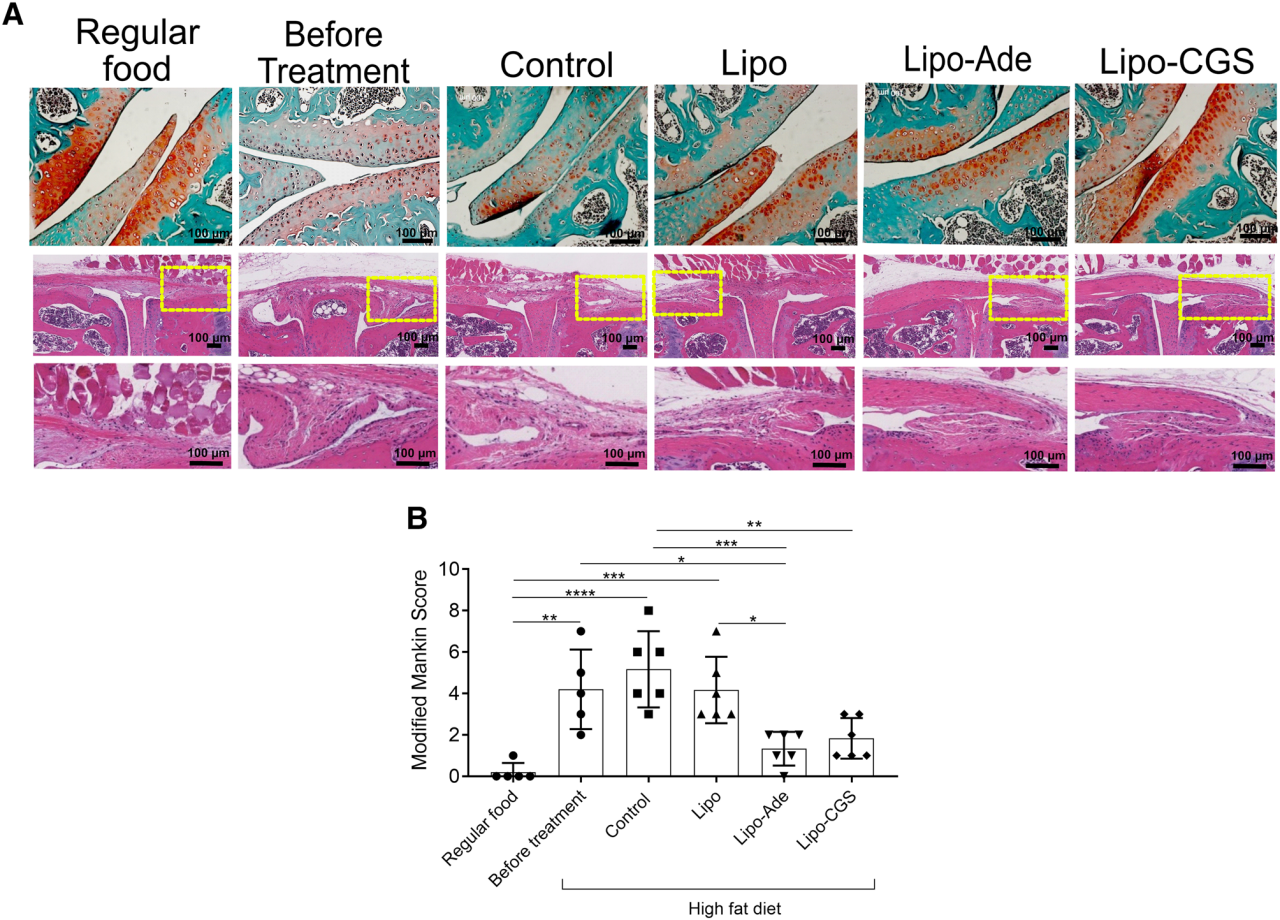
A2AR stimulation blocks OA progression in a murine model of obesity related OA. A. The top section of the figure shows representative images of Safranin- O stained cartilage; on the bottom are representative images of Hematoxylin & Eosin staining of the synovium showing reduction in synovial thickness and infiltration of immune cells in mice treated with Lipo-ADE and Lipo-CGS (the yellow square define the magnified area). Figures labeled “Before Treatment” are of mouse knees collected following 12 weeks of a high fat diet when intraarticular injections would have commenced in the various treatment groups. B. Plotted are the Modified Mankin Scores of the different experimental groups. Data are expressed as mean ± s.e.m. of 6 animals for each group and data were analyzed for statistical significance by one-way analysis of variance followed by Bonferroni post hoc test of differences among various treatments (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

### Intra-articular injections of either liposomal adenosine (Lipo-Ade) or A2AR agonist (Lipo-CGS) promote cartilage formation in established PTOA

Patients with OA generally seek medical care after the onset of OA, and, to date, there are no therapies available that either prevent progression of OA or reverse the loss of the cartilage in OA joints. Therefore, we tested the capacity of Lipo-CGS and Lipo-Ade to improve OA-related changes in cartilage and chondrocytes in the rat model of PTOA in which the first injection was performed 4 weeks after the ACL injury, at a time when OA is well established^15^. MicroCT reconstruction of the affected tibias demonstrated clear changes in bone morphology and loss of cartilage in PTOA knees examined 4 weeks after injury, at a time point prior to the start of intra-articular injections, consistent with the loss of Safranin O staining and diminished cartilage thickness (Fig. 2A). At the end of the experimental treatment, there was a more dramatic loss of cartilage and bony sclerosis observed in the Lipo-treated knees (Fig. 2A). In contrast, while there was still apparent injury of the bone in the Lipo-CGS21680- and Lipo-Ade treated rats, there appeared to be reduced loss of cartilage by both microCT and histology (Fig. 2A). Intra-articular injection of Lipo-CGS markedly reduced knee swelling, as compared to the rats injected with Lipo or saline (Fig. 2B). In contrast, intraarticular injection of Lipo-Ade led to an initial increase in swelling after the first injection which was markedly reduced 10 days later at the time of the next injection. The apparent increase in knee swelling induced by Lipo-Ade injections may be due to non-selective stimulation of A2B receptors which have previously been shown to exacerbate swelling of joints in the adjuvant arthritis model in rats^16^. Quantitative histologic examination (OARSI Score) showed significant OA changes in the knees of rats 4 weeks after ACL rupture and modest progression of the OA in the saline and Lipo-treated knees and progression was completely prevented in the Lipo-CGS and Lipo-Ade injected knees (Fig. 2C). The articular cartilage in the saline- and lipo-treated knees is eroded and, in some areas, underlying bone is showing through (Fig. 2A) but, surprisingly, the cartilage appearance remained stable in the knees of rats treated with either intra-articular saline or empty liposomes.

**Figure 2:**
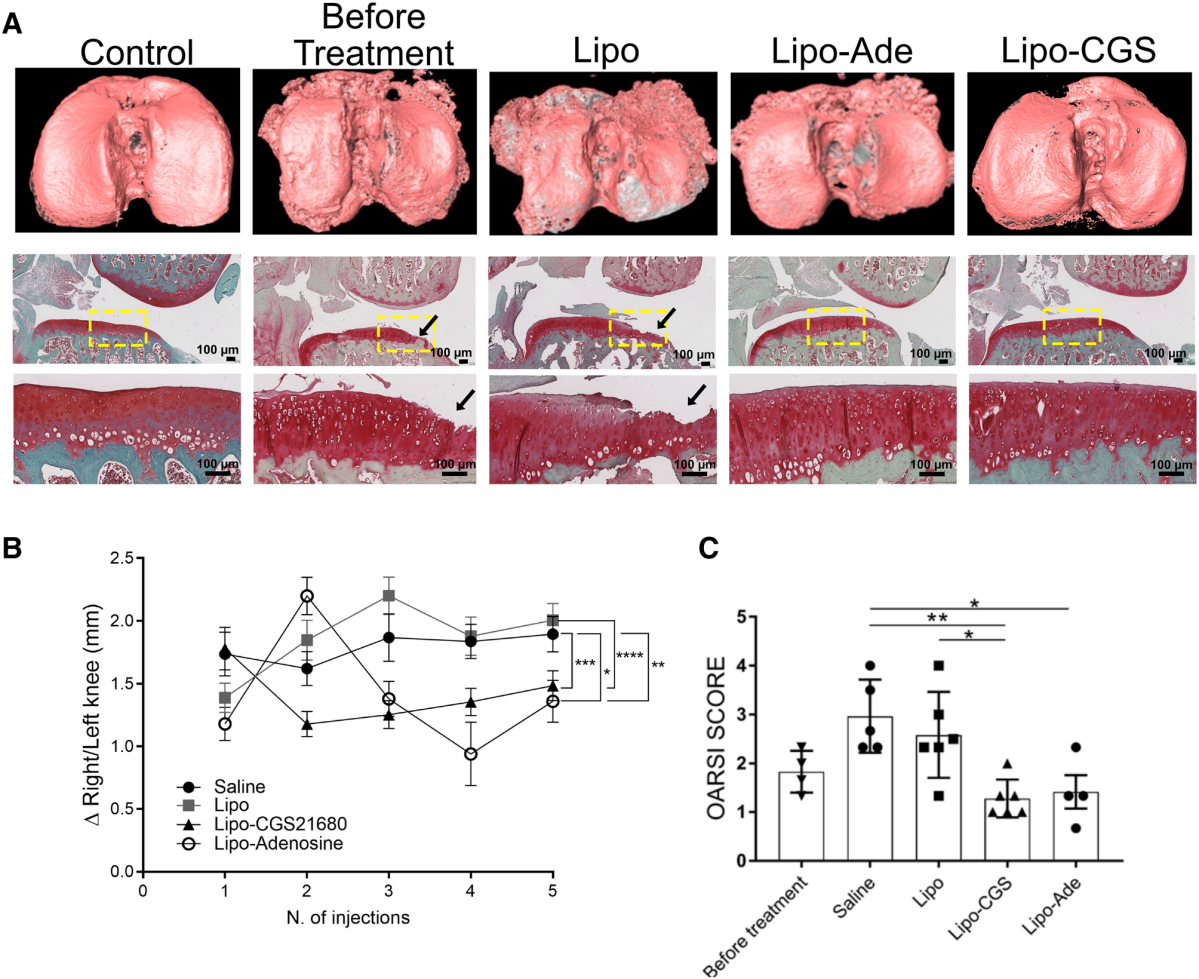
Adenosine and A2AR stimulation promote cartilage formation in an established PTOA model. A. On the top raw representative mCT images of hexabrix-imaged tibia. The cartilage is pink in this image and underlying bone is dark gray. In the row beneath are representative safranin-O-stained sections (the yellow square define the magnified area on the raw below; black arrow are pointing at the region of cartilage damage). Figures labeled “Before Treatment” are of rat knees collected 4 weeks after disruption of ACL when intraarticular injections would have commenced in the various treatment groups. B. Swelling measurement of the knee joint before every injection compare to the healthy knee of each rat for the different experimental group. C. Graphs show the OARSI scores of the knees of the rats studied here. Data are expressed as mean ± S.E.M. of 4–6 animals for each group and data were analyzed for statistical significance by one-way analysis of variance followed by Bonferroni post hoc test of differences among various treatments (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

The cartilage in the treated knees is not fibrocartilage, since there is little col1a1 expressed in the treated cartilage (Supplemental Fig. 4). Moreover, col2a1 is more highly expressed in Lipo-Ade- and in Lipo-CGS-treated rats compared to the Saline- and Lipo-treated group (Supplemental Fig. 4). In summary, the treatment of rats with PTOA with either Lipo-CGS or Lipo-Ade prevented progression of OA and increased the volume of articular cartilage in established PTOA.

### A2AR agonist regulates genome-wide gene expression in established PTOA rat model

To better understand how A2AR stimulation reverses OA, we carried out genome wide expression analysis in chondrocytes isolated from knees of rats with PTOA treated with Lipo or Lipo-CGS or from normal knees. 

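Articular chondrocytes of 4 groups were sequenced, with 3 libraries per group. The groups were uninvolved knees and injured knees injected with Saline, with empty liposomes (Lipo) or with liposomes carrying the A2AR agonist CGS21680 (Lipo-CGS). The cartilage of 3 rats was combined for each library, while the methods for the injury model give a total of 5–6 rats per experimental group, fewer than 3 libraries of separate rats need. The paper's text does not state which libraries share rats, and every test here takes the 3 libraries of a group as independent. Injections of 100 µl began 4 weeks after rupture of the anterior cruciate ligament and were given every 10 days for 8 weeks. Cells were released with pronase and collagenase and were cultured before RNA was taken. The paper's methods name 50 bp single reads, STAR, featureCounts and DESeq2, whereas the submitters' processing notes name HTSeq as the counter.

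The authors deposited an FPKM value per gene and library, rounded to 2 decimals, for 28546 genes identified by symbol. Only these values were used here, so the number of reads behind each of them is unknown. A relative depth read from the smallest FPKM steps of 699 weakly expressed genes ranged from 0.799 to 1.17 across the 12 libraries. The 11373 genes with at least 1 FPKM in at least 3 libraries were compared on the scale of log2(FPKM + 0.5) with limma, in a single model of all 4 groups. The p-values were adjusted by the Benjamini-Hochberg method over these genes, and a gene is called higher or lower at an adjusted p under 0.05 and a fold change over 1.5. Groups of genes were taken from lists written before the data were examined, and a list as a whole was tested against all other genes with camera at a preset correlation of 0.01 and again with a correlation estimated from the data. Members of a list are counted at an adjusted p under 0.05 without a fold threshold. FPKM values are given as mean ± SD of 3 libraries. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1.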

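Chondrocytes of Lipo-treated knees had more transcript of the matrix genes Col14a1 and Svep1 and less of the immediate early genes Fos and Egr1 than chondrocytes of uninvolved knees. Col14a1, a collagen of fibrous tissue, stood at 21.8 ± 7.66 FPKM in Lipo and 1.07 ± 0.313 FPKM in uninvolved knees (SD, n = 3 each). Fos, a transcription factor induced within minutes of a stimulus, fell from 75.0 ± 10.1 to 4.03 ± 0.980 FPKM. These are log2 fold changes of 3.80 (standard error 0.50, adjusted p = 1.8e-04 from limma) and -4.07 (standard error 0.14, adjusted p = 4.0e-08). Of 11373 genes tested, 1608 were called higher and 1856 lower in Lipo than in uninvolved knees. In Lipo-CGS 1331 were higher and 1595 lower than in uninvolved knees. Between Saline-treated and uninvolved knees 0 genes were called, against 2609 between Lipo and Saline. The differences of Lipo from uninvolved knees are therefore not shown to come from the injury.

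Of 25 fibrous matrix genes, 17 were higher and 1 was lower in Lipo than in uninvolved knees, adjusted over all genes and likewise adjusted over the list alone. The list rose in camera (adjusted p = 6.6e-06), with an adjusted p = 0.176 with an estimated correlation. Svep1, an adhesion protein of the matrix, had a log2 fold change of 3.82 and Acta2, the actin of contractile cells, one of 2.94. Of 24 immediate early genes, 21 were lower and 2 higher by both adjustments (camera adjusted p = 1.0e-10, adjusted p = 0.169 with an estimated correlation). Egr1 and Hes1, both transcription factors, had log2 fold changes of -3.23 and -3.36. Of 92 ribosomal protein genes, a list taken by symbol that also holds a few ribosomal S6 kinases, 72 were lower and 3 higher over all genes, and 75 were lower and 3 higher when adjusted over the list alone (camera adjusted p = 4.1e-13, adjusted p = 0.412 with an estimated correlation). Of 35 cell cycle genes, 21 were lower over all genes and 22 when adjusted over the list alone, with none higher (camera adjusted p = 4.5e-05, adjusted p = 0.688 with an estimated correlation). Pcna, the clamp of DNA polymerases, was among them at a log2 fold change of -1.48. Of 14 heat shock genes 10 were lower (camera adjusted p = 0.00723, adjusted p = 0.169 with an estimated correlation), and of 20 glycolysis and hypoxia genes 12 were lower and 1 was higher (camera adjusted p = 0.00723, adjusted p = 0.604 with an estimated correlation), with the same counts adjusted over the list alone. Slc2a1, the glucose transporter of the cell membrane, had a log2 fold change of -0.90. Of 10 fibroblast markers 4 were higher and 2 lower in Lipo than in uninvolved knees, among the former Thy1, a surface protein, at a log2 fold change of 1.55 and Dpt, a matrix protein, at 2.20, without a change of the list in camera (adjusted p = 0.675, adjusted p = 0.853 with an estimated correlation). Of 19 leukocyte markers 4 were tested, of which Cd14, Cd68 and Cd79a were lower in Lipo than in uninvolved knees, at log2 fold changes of -1.07, -1.53 and -2.03, and Fcer1g did not pass. Ptprc, a gene of leukocytes in general, stayed at or under 0.09 FPKM in all 12 libraries.

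Over all tested genes, the distances among the 9 libraries of uninvolved, Lipo and Lipo-CGS chondrocytes gave a pseudo-F of 7.76, the largest of the 280 ways to split them into 3 groups of 3 (exact permutation test, p = 0.00357, the smallest these splits allow). For Lipo-CGS against Lipo alone the pseudo-F was 3.00 (exact permutation test, p = 0.1, the smallest that 10 splits allow), and it was 1.97 without Lipo-CGS replicate 1 (exact permutation test, p = 0.2). The first and second principal components of the 500 most variable genes held 64.8% and 17.6% of the variance of these 9 libraries. Over all 12 libraries they held 58.5% and 17.1%, and the Saline libraries lay on the side of the uninvolved knees.

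**Figure D1:**
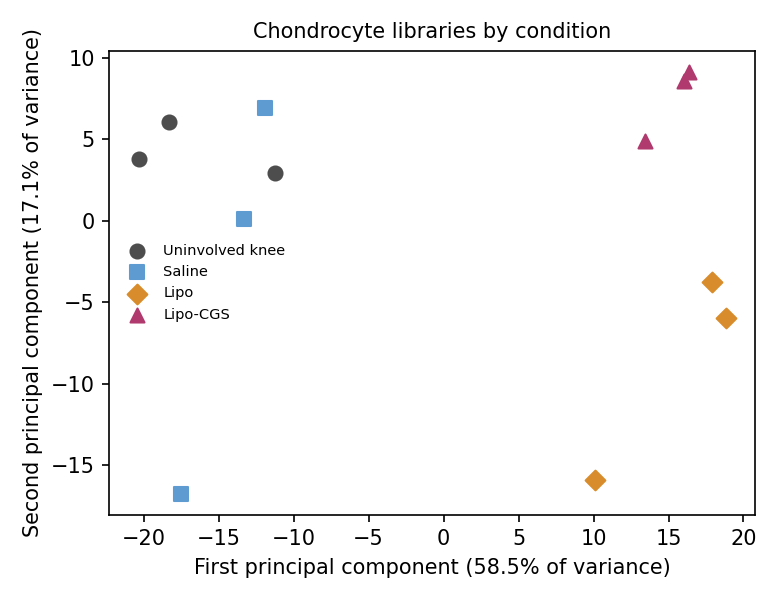
First and second principal component scores of the 12 libraries over the 500 most variable genes on the log2(FPKM + 0.5) scale, 1 point per library and 1 color per group. The uninvolved and Saline libraries have first component scores from -20.3 to -11.3 and the Lipo and Lipo-CGS libraries from 10.1 to 18.8, with Lipo replicate 1 at -15.9 and Saline replicate 3 at -16.7 on the second component.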

Principal component analysis of the resulting changes in mRNA shows clear separation among the normal, Lipo or Lipo-CGS-treated chondrocytes (Fig. 3A). We next identified the genes that were differentially regulated between Lipo and Lipo-CGS-treated (> 1.5 fold change, *p* < 0.0005) and plotted them in Fig. 3B and C. Pathway analysis of these results reveals that Lipo-CGS regulated a number of pathways (Supplemental Fig. 5). 

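Lipo-CGS-treated chondrocytes had more transcript of genes such as Myoc and Tbx4 than Lipo-treated chondrocytes and less of genes such as Vcan and Reln. The largest rise among the called genes was that of Myoc, which encodes the secreted glycoprotein myocilin, from 6.90 ± 1.81 to 33.0 ± 7.32 FPKM (SD, n = 3 each), a log2 fold change of 2.19 (standard error 0.34, adjusted p = 0.0309 from limma). The call of Myoc ended in 7 of 15 alternative settings, 5 of them fits with 1 library left out (adjusted p up to 0.161 from limma). Vcan, which encodes the large proteoglycan versican, fell from 30.3 ± 3.04 to 14.5 ± 3.42 FPKM (log2 fold change -1.06, standard error 0.14, adjusted p = 0.0135). In total 9 genes were called higher and 10 lower in Lipo-CGS, and in each of these 19 the 3 libraries of one group lay apart from the 3 of the other. Over all tested genes 27.9% lay apart in this way, where chance gives 10% on average over splits. Genes are not independent replicates, so the share in 1 split can lie far from this average by chance.

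The other genes called higher had log2 fold changes from 0.69 to 1.20. They included Tbx4, a transcription factor of the hindlimb, Junb, a subunit of AP-1, Rcan1, an inhibitor of calcineurin, Socs3, an inhibitor of cytokine signaling, the chemokine Cxcl16, and Fads6 and Grhpr, which encode a fatty acid desaturase and a glyoxylate reductase. Junb rose from 23.9 ± 3.64 to 52.7 ± 11.5 FPKM. Among the genes called lower, Reln, which encodes the secreted glycoprotein reelin, fell from 2.44 ± 0.269 to 0.410 ± 0.0854 FPKM and Npnt, which encodes the integrin ligand nephronectin, from 4.35 ± 0.122 to 1.08 ± 0.101 FPKM (log2 fold changes -1.69 and -1.62, adjusted p = 0.00183 for each from limma). Aldh1a3, an enzyme of retinoic acid synthesis, had a log2 fold change of -1.21. The remaining log2 fold changes lay between -1.72 and -1.11, for the protease inhibitor Serpinb2, the cytokine Tnfsf18, the vasopressin receptor Avpr1a, the carbonic anhydrase Car3, the growth factor Pdgfc and Ttc9, a protein of unclear function.

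Of 35 cell cycle genes, 34 had lower fitted values in Lipo-CGS. None was lower when adjusted over all genes, and 31 were when adjusted over the list alone. The list fell in camera (adjusted p = 1.7e-18), with an adjusted p = 0.369 with an estimated correlation. Kif11, a motor of the mitotic spindle, and Mki67, a marker of dividing cells, had log2 fold changes of -0.91 (adjusted p = 0.0704 from limma) and -0.79 (adjusted p = 0.0821). The groups overlapped in their means over these 35 genes on the centered log2 scale, which were 0.31, -0.20 and -0.55 in the Lipo libraries and -0.90, -0.54 and -0.93 in the Lipo-CGS libraries, so that Lipo replicate 3 lay below Lipo-CGS replicate 2. Of 20 glycolysis and hypoxia genes, 19 had higher fitted values in Lipo-CGS, none passed over all genes and 13 did when adjusted over the list alone (camera adjusted p = 3.3e-10, adjusted p = 0.223 with an estimated correlation). Ldha, which encodes lactate dehydrogenase, and Bnip3, a mitochondrial protein induced by low oxygen, had log2 fold changes of 0.59 (adjusted p = 0.0704 from limma) and 1.08 (adjusted p = 0.0704). Lipo replicate 1 held the lowest mean of all 12 libraries over these 20 genes, and without Lipo replicate 2 both Ldha and Bnip3 were called higher (adjusted p = 0.0479 and 0.0484, up to 0.298 in other settings). Of 24 immediate early genes, Junb and Socs3 were higher over all genes and 10 were higher when adjusted over the list alone (camera adjusted p = 4.1e-05, adjusted p = 0.369 with an estimated correlation). Of 18 inflammatory genes, none was higher over all genes and 8 were when adjusted over the list alone (camera adjusted p = 0.00631, adjusted p = 0.524 with an estimated correlation). The chemokine Cxcl1 had a log2 fold change of 1.49 (adjusted p = 0.0991 from limma) and Tnfrsf11b, the decoy receptor of RANKL, one of 1.00 (adjusted p = 0.102). Over the inflammatory genes Lipo replicate 1 held the lowest mean of all 12 libraries and Saline replicate 3 the highest. Of 92 ribosomal protein genes, 73 had higher fitted values, with none passing by either adjustment, and the list rose in camera (adjusted p = 0.0279, adjusted p = 0.858 with an estimated correlation). This call ended without Lipo replicate 2 (adjusted p = 0.107) or 3 (0.157), without Lipo-CGS replicate 2 (0.0563) or 3 (0.0695) and without a filter on low values (0.0761), and the adjusted p ranged from 0.00031 to 0.858 over all settings. The lists of cAMP-responsive genes, adenosine receptors and metabolism, Wnt signaling, heat shock genes and mitochondrial transcripts did not change in camera (adjusted p = 0.978, 0.757, 0.343, 0.343 and 0.438, and 0.984, 0.858, 0.524, 0.524 and 0.884 with an estimated correlation). None of their members passed over all genes, and the cAMP-induced phosphatase Dusp1 and phosphodiesterase Pde4b were higher and the Wnt targets Lef1 and Axin2 lower when adjusted over the list alone. Without Lipo-CGS replicate 3 the mitochondrial transcripts passed (adjusted p = 0.0323, up to 0.991 in other settings).

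At an unadjusted p under 0.0005 and a fold change over 1.5, limma gave 41 genes higher and 31 lower in Lipo-CGS. The count of 19 called genes fell to 3 without Lipo replicate 1, without Lipo-CGS replicate 1 and without Lipo-CGS replicate 3, and rose to 46 without Lipo replicate 2, while 17 genes were lower without Lipo replicate 3 and 14 higher without Lipo-CGS replicate 2. Aldh1a3, Npnt and Reln were called in each of these 6 fits. Car3 lost its call in all 6, and Myoc, Fads6 and Tnfsf18 lost theirs in 5 each. The spread comes from all 4 groups, and with the 9 libraries without Saline 15 genes were higher and 33 lower, including all 19. Without Saline replicate 3 alone, a fit chosen after the values were seen, 47 were higher and 61 lower, again including all 19. With only the groups compared 42 genes were called, including 13 of the 19, and with the replicate block 9.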

Consistent with the changes observed histologically and by microCT, we found that there was upregulation of cartilage anabolic genes and downregulation of genes associated with chondrocyte hypertrophy, cartilage catabolism and apoptosis (Fig. 4 and Table 1). 

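Among the genes of cartilage matrix and chondrocyte identity, Cnmd had the largest difference between Lipo-CGS and Lipo. It encodes chondromodulin, a cartilage protein that keeps vessels out, and stood at 9.38 ± 3.95 FPKM in Lipo-CGS and 1.76 ± 0.987 FPKM in Lipo (SD, n = 3 each), a log2 fold change of 2.16 (standard error 0.39, adjusted p = 0.0607 from limma). Col2a1 and Acan, the main collagen and proteoglycan of cartilage, had log2 fold changes of 0.18 (adjusted p = 0.782) and -0.08 (adjusted p = 0.897), and Sox9, the transcription factor that drives both, one of 0.21 (adjusted p = 0.587). The value of Col2a1 was -0.04 without Lipo replicate 1, and that of Acan was above 0 without Lipo replicate 2 or 3 or Lipo-CGS replicate 2, at up to 0.08. Acan was at 1471 ± 302 FPKM in Lipo-CGS, 1569.5 ± 410.2 in Lipo and 988 ± 145 in uninvolved knees.

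Of 29 cartilage matrix genes, 23 had higher fitted values in Lipo-CGS than in Lipo. None passed over all genes in limma, and Cnmd passed when adjusted over the list alone. The list rose in camera (adjusted p = 0.00769), with an adjusted p = 0.811 with an estimated correlation, and the call ended without Lipo replicate 1 (adjusted p = 0.410) and without Lipo-CGS replicate 1 (adjusted p = 0.102), within a range from 0.00025 to 0.811 over all settings. Lipo replicate 1 held the lowest mean of the Lipo libraries over these genes, and Saline replicate 3 the lowest of all 12. Cnmd was called higher with a pseudocount of 1 and without Lipo replicate 2 (adjusted p = 0.0385 in the latter, up to 0.275 in other settings). In Lipo against uninvolved knees, 11 of the 29 were higher and 3 lower over all genes, and 10 and 3 when adjusted over the list alone, without a change of the list in camera (adjusted p = 0.139, adjusted p = 0.875 with an estimated correlation) except without Lipo replicate 1 (adjusted p = 0.00999). Comp, a matrix protein that binds collagen, had a log2 fold change of 1.57 (adjusted p = 7.1e-04 from limma) there.

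Of 13 genes of chondrocyte hypertrophy and mineralization, 9 had lower fitted values in Lipo-CGS than in Lipo, and none passed over all genes. The list does not hold Col1a1, Col3a1 and Col4a5, the hypertrophy genes of the paper's Table 1. When adjusted over the list alone, Smpd3, Alpl, Ibsp, Runx2 and Mef2c were lower and Vegfa was higher. The list fell in camera (adjusted p = 0.0364), with an adjusted p = 0.524 with an estimated correlation, and this call ended without Lipo replicate 2 (adjusted p = 0.107) or 3 (0.149), without Lipo-CGS replicate 2 (0.173) and at a filter of 5 FPKM (0.233), within a range from 0.00729 to 0.524. Alpl, the alkaline phosphatase of mineralizing cells, stood at 3.81 ± 1.20 FPKM in Lipo-CGS, 7.97 ± 2.73 in Lipo and 7.61 ± 0.697 in uninvolved knees. Smpd3, a sphingomyelinase, was called lower with only the groups compared (adjusted p = 0.0476, up to 0.275 in other settings). Runx2, the transcription factor of hypertrophy, had a log2 fold change of -0.48 (adjusted p = 0.132). Vegfa, an angiogenic factor, had one of 0.90 (adjusted p = 0.0713) and was called higher without Lipo replicate 3 (adjusted p = 0.0325, up to 0.308 in other settings).

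Of 25 matrix proteases, 12 had higher and 13 lower fitted values, and none passed over all genes. When adjusted over the list alone, Mmp3, Mmp10, Ctsl, Htra4, Plat and Ctsb were higher and Adamts14, Mmp28 and Mmp16 lower, and the list did not change in camera (adjusted p = 0.978, adjusted p = 0.984 with an estimated correlation). Mmp3, the stromelysin that cleaves proteoglycans, stood at 286 ± 68.1 FPKM in Lipo-CGS and 153 ± 20.2 FPKM in Lipo, and was called higher without Lipo-CGS replicate 2 (adjusted p = 0.0273, up to 0.275 in other settings), as was Ctsl without Lipo replicate 2 (adjusted p = 0.0479, up to 0.304 in other settings). Mmp13, the collagenase of cartilage, and Adamts5, an aggrecanase, had log2 fold changes of 0.22 (adjusted p = 0.827) and 0.07 (adjusted p = 0.874), the latter below 0 without Lipo replicate 1 at -0.14. In Lipo against uninvolved knees 15 of the 25 proteases were higher and 5 lower by both adjustments, and the list rose in camera (adjusted p = 0.0212, adjusted p = 0.621 with an estimated correlation), which ended without Uninvolved knee replicate 3 (adjusted p = 0.0733) and at a filter of 5 FPKM (0.176), within a range from 0.00268 to 0.621. Of 10 protease inhibitors none passed over all genes between Lipo-CGS and Lipo, and Serpine2 was lower when adjusted over the list alone (camera adjusted p = 0.796, adjusted p = 0.884 with an estimated correlation).

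Of 17 pro-apoptotic genes, 7 had higher and 10 lower fitted values, and none passed by either adjustment (camera adjusted p = 0.572, adjusted p = 0.871 with an estimated correlation). Pmaip1, an activator of the mitochondrial pathway, had a log2 fold change of -0.76 (adjusted p = 0.116). The pro-apoptotic list does not hold Ahrr and S1pr3, the apoptosis genes of the paper's Table 1. Of 9 anti-apoptotic genes, Birc3 alone was higher when adjusted over the list alone and none passed over all genes (camera adjusted p = 0.343, adjusted p = 0.524 with an estimated correlation). At an unadjusted p under 0.05, limma gave 1085 of all tested genes higher and 1002 lower in Lipo-CGS. The paper states that the directions of the genes in Fig. 4 and Table 1 go with the changes it saw by histology and microCT.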

We have previously confirmed the changes in many of the genes in either published work or by RT-PCR and further confirmed these changes here (Table 1). 

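Tgfb3, the gene of the growth factor TGFβ-3, was expressed at 202 ± 16.3 FPKM in Lipo-treated and 142 ± 7.39 FPKM in Lipo-CGS-treated chondrocytes (SD, n = 3 each). The log2 fold change of Lipo-CGS against Lipo was -0.50 (standard error 0.15, adjusted p = 0.120 from limma). Every Lipo library, at 185 to 218 FPKM, lay above every Lipo-CGS library, at 138 to 150.5 FPKM (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Tgfb3 stood at 52.8 ± 4.31 FPKM in uninvolved knees and 58.0 ± 14.6 FPKM in Saline-treated knees. Against uninvolved knees it was higher in Lipo, by a log2 fold change of 1.92 (adjusted p = 1.5e-05 from limma), and in Lipo-CGS, by 1.42 (adjusted p = 1.2e-04). Leaving out 1 of these 6 Lipo and Lipo-CGS libraries at a time gave log2 fold changes of Lipo-CGS against Lipo from -0.56 to -0.45.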

Interestingly, there also appeared to be a decrease in TGFβ-3 expression in the Lipo-CGS-treated chondrocytes as compared to the Lipo-treated chondrocytes (Fig. 3C).

**Figure 3:**
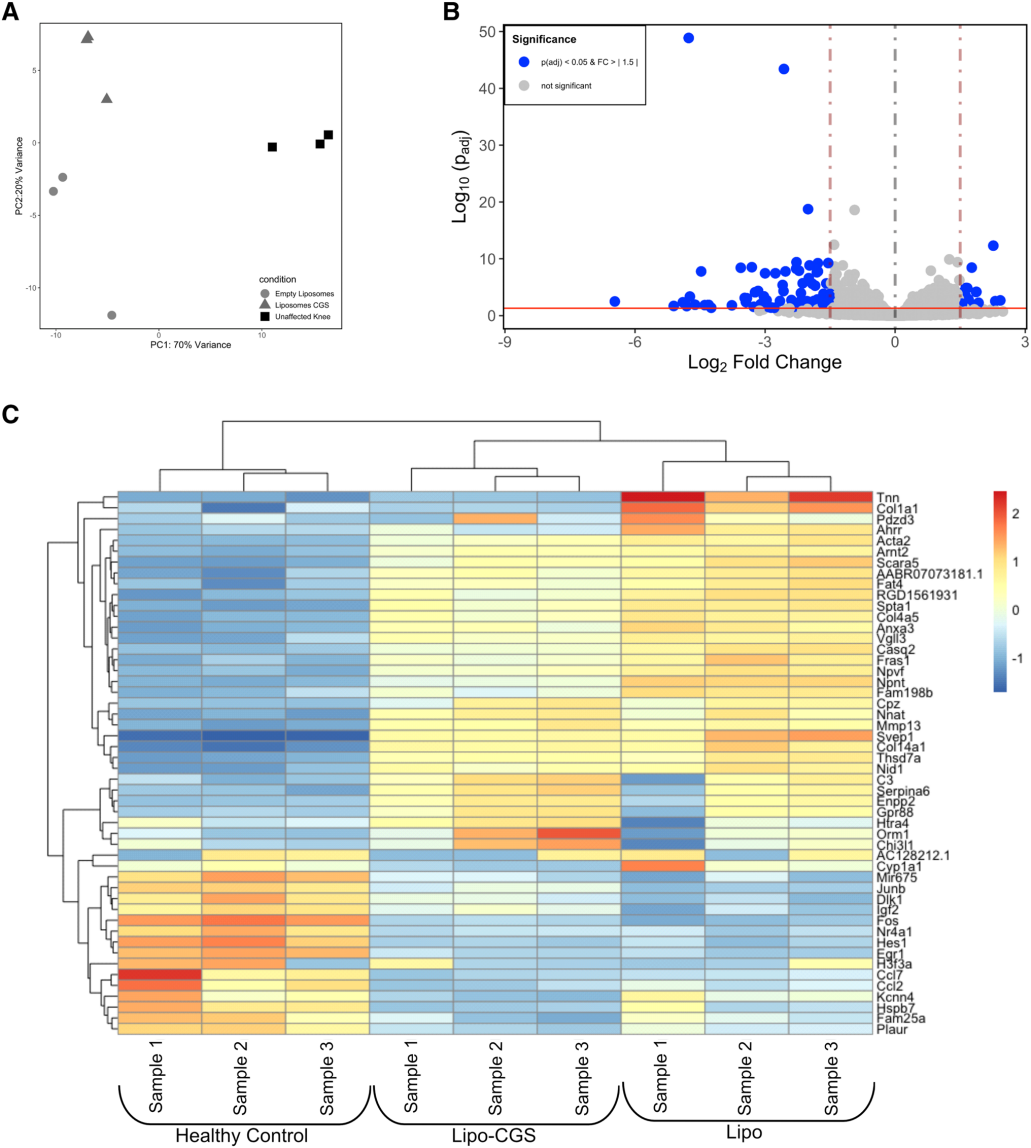
Transcriptome alteration in knee chondrocytes after Lipo-CGS21680 intraarticular treatment. Transcriptome analysis of articular chondrocytes isolated from PTOA rats. (**A**) Principal component analysis of RNA-seq expression data demonstrates distinct separation between healthy (unaffected knee), vehicle (empty liposomes) and Lipo-CGS21680-treated (Liposomes_CGS) groups. (**B**) 8 genes were upregulated and 42 were down-regulated in Lipo-CGS21680 group compare to the vehicle treated group (volcano plot). (**C**) Heatmap showing the first 50 genes alterated by Lipo or Lipo-CGS treatment.

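Most genes of Fig. 3C differed between each liposome group and uninvolved knees, and 2 of them passed the test between Lipo-CGS and Lipo. Npvf, which encodes a neuropeptide precursor, stood at 0.307 ± 0.218 FPKM in uninvolved knees, 9.12 ± 1.61 in Lipo and 4.24 ± 0.559 in Lipo-CGS (SD, n = 3 each). Nnat, which encodes the membrane protein neuronatin, stood at 1.95 ± 0.356, 18.3 ± 8.82 and 21.8 ± 4.99 FPKM in the same order. Nr4a1, a nuclear receptor induced by many stimuli, stood at 40.8 ± 10.7, 6.06 ± 1.57 and 6.38 ± 0.632 FPKM.

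Of the 50 genes of Fig. 3C, 49 were tested and Fras1 was not, since it did not reach 1 FPKM in 3 libraries. Against uninvolved knees, limma called 26 higher and 13 lower in Lipo, and 28 higher and 13 lower in Lipo-CGS. Over all tested genes 30.5% were called in Lipo and 25.7% in Lipo-CGS. The legend presents the genes of Fig. 3C as altered by Lipo or Lipo-CGS, so these counts are not independent of how the genes were chosen. Serpina6, a steroid carrier, and Orm1, an acute phase protein, had log2 fold changes of 2.98 (adjusted p = 0.00140) and 2.74 (adjusted p = 0.0130) in Lipo-CGS against uninvolved knees, and 1.80 (adjusted p = 0.0161) and 0.51 (adjusted p = 0.602) in Lipo against uninvolved knees. The call of Orm1 in Lipo-CGS ended without Lipo-CGS replicate 3 (adjusted p = 0.0566, down to 0.00302 in other settings).

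Between Lipo-CGS and Lipo, Junb was called higher and Npnt lower. Over all 49, 18 had higher and 31 lower fitted values in Lipo-CGS. The 3 libraries of each group lay apart for 27 of them, and adjusted over the list alone 7 were higher and 16 lower, neither of which is independent evidence since the study chose these genes on the same libraries. Tnn, the matrix protein tenascin-N, stood at 0.417 ± 0.0404 FPKM in Lipo-CGS, 11.3 ± 5.14 in Lipo and 0.227 ± 0.0493 in uninvolved knees, with a log2 fold change of Lipo-CGS against Lipo of -3.58 (standard error 0.75, adjusted p = 0.0704 from limma). Casq2, a calcium store protein, had a log2 fold change of -1.01 (adjusted p = 0.102) and Cyp1a1, an enzyme induced through the aryl hydrocarbon receptor, one of -1.68 (adjusted p = 0.136). Igf2, a growth factor, had one of 0.82 (adjusted p = 0.114). Npvf was called lower with a pseudocount of 1 (adjusted p = 0.0281) and with only the groups compared (adjusted p = 0.0456, up to 0.275 in other settings), which also called Ahrr, Col1a1, Fam198b and Tnn lower and no longer called Junb. In the libraries without Saline the called genes were Ahrr, Casq2, Col1a1, Fam198b, Junb, Npnt and Tnn, and the call of Junb ended without Lipo replicate 1 or 3, without Lipo-CGS replicate 1 or 3, without a filter and with the replicate block as well (adjusted p up to 0.254).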

**Figure 4:**
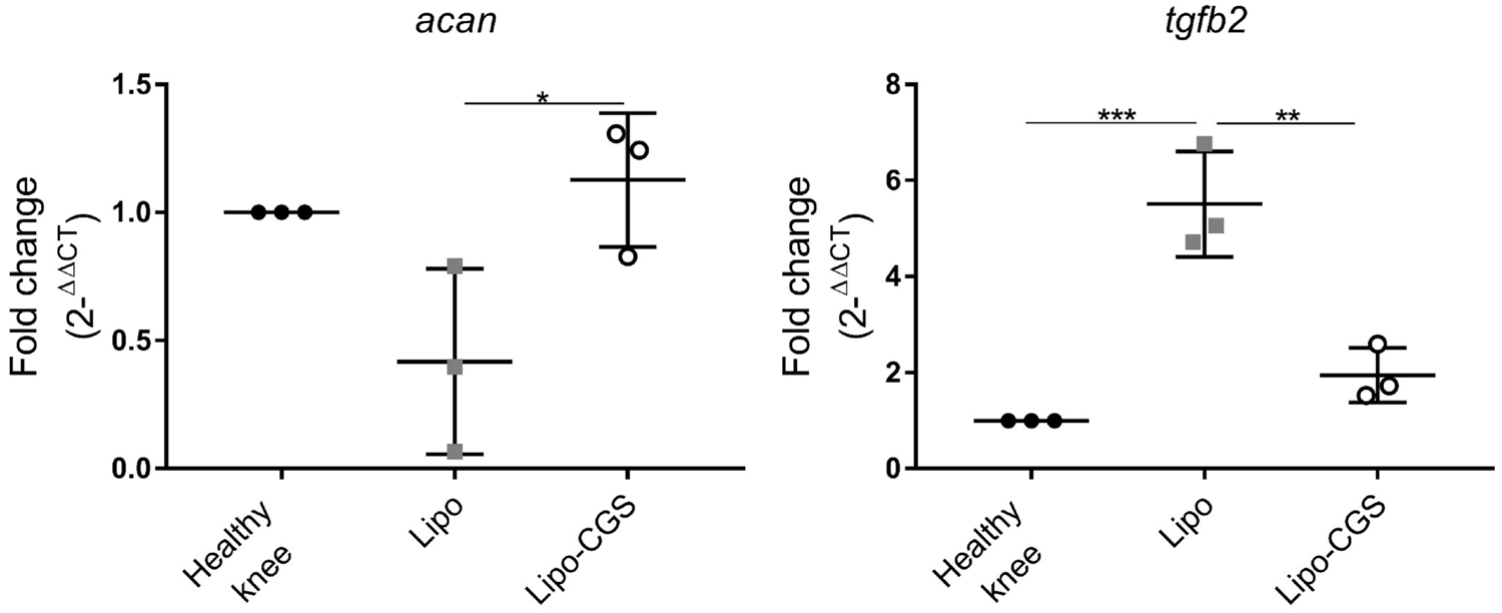
Transcriptome alteration in knee chondrocytes after Lipo-CGS21680 intraarticular treatment. RT-PCR results for aggrecan and TGF-β2 genes in articular chondrocytes isolated from PTOA rats (n = 3 for each group; *p < 0.05; **p < 0.01; ***p < 0.001).

**Table 1:** Gene pathways modulated in knee chondrocytes after Lipo-CGS21680 intraarticular treatment.

Pathway	Gene name	Lipo-CGS versus Lipo
Chondrocyte hypertrophy	Col1a1*	↓ *p* < 0.001
	*Col3a1*	↓ *p* < 0.001
	*Col4a5*	↓ *p* < 0.01
Cartilage catabolism	Adamts14*	↓ *p* < 0.001
	*Adamts9*	↓ *p* < 0.001
	*Mmp23*	↓ *p* < 0.05
	*Mmp28*	↓ *p* < 0.001
Apoptosis	Ahhr*	↓ *p* < 0.001
	*S1PR3*	↓ *p* < 0.001
TGF-β	Tgfb3*	↓s *p* < 0.001

*Changes in these messages were validated by RT-PCR. All *p* values listed are adjusted for multiple comparisons.

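The genes of Table 1 encode collagens, matrix proteases, a repressor of the aryl hydrocarbon receptor, a sphingosine phosphate receptor and TGFβ-3. The 9 of these 10 genes that could be tested all had lower fitted values in Lipo-CGS-treated than in Lipo-treated chondrocytes. Col1a1, the main chain of type I collagen, stood at 1004 ± 319 FPKM in Lipo and 85.0 ± 2.58 FPKM in Lipo-CGS (SD, n = 3 each), a log2 fold change of -3.50 (standard error 0.91, adjusted p = 0.0992 from limma). Col3a1, the chain of type III collagen, stood at 971 ± 66.5 and 506 ± 28.2 FPKM (log2 fold change -0.94, standard error 0.17, adjusted p = 0.0613).

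Col4a5, a chain of basement membrane collagen, had a log2 fold change of -0.62 (adjusted p = 0.122 from limma). Among the proteases, Adamts14, which trims procollagen, had a log2 fold change of -0.84 (adjusted p = 0.0613), the metalloproteinase Mmp28 one of -1.72 (adjusted p = 0.0789) and Mmp23 one of -0.64 (adjusted p = 0.314). Adamts9, an aggrecanase, was below the filter, at 0.450 to 0.730 FPKM in Lipo and 0.180 to 0.230 FPKM in Lipo-CGS. Ahrr, the repressor of the aryl hydrocarbon receptor, had a log2 fold change of -1.65 (adjusted p = 0.0735), and S1pr3, a receptor of sphingosine phosphate, one of -1.32 (adjusted p = 0.121). None of the 9 was called over all genes in limma, and 8 had an unadjusted p under 0.05. All 9 had libraries of the 2 groups that lay apart, and adjusted over these 9 alone 8 were lower, neither of which is independent evidence since the study chose them on the same libraries. With the 9 libraries without Saline, Adamts14, Ahrr, Col1a1, Col3a1 and Mmp28 were called lower, with only the groups compared Ahrr, Col1a1 and Col3a1, and with a pseudocount of 1 Adamts14.

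Against uninvolved knees, all 9 were called higher in Lipo and 5 in Lipo-CGS. Of all 11373 tested genes, 1608 were called higher in Lipo and 1331 in Lipo-CGS. The study chose the genes of Table 1 as lower in Lipo-CGS than in Lipo on the same libraries. A high level in Lipo is therefore partly built in and is not independent evidence. Col1a1 was higher in Lipo by a log2 fold change of 3.93 (adjusted p = 0.00373 from limma), and in Lipo-CGS its log2 fold change was 0.43 (adjusted p = 0.717). In Saline its 3 libraries held 107, 35.8 and 771 FPKM, the last in replicate 3, which lies apart from the other libraries.

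Of 25 fibrous matrix genes, 21 had lower fitted values in Lipo-CGS than in Lipo. None passed over all genes, and Col3a1, Lox, Tnn, Col1a1, Col6a2, Col5a2 and Col5a1 were lower when adjusted over the list alone. The list fell in camera (adjusted p = 2.7e-05), with an adjusted p = 0.237 with an estimated correlation. Saline replicate 3 lay with the Lipo libraries over these 25 genes, at a mean of 0.45 on the centered log2 scale against -0.19 and -0.59 in the other Saline libraries. Lox, which cross-links collagen, had a log2 fold change of -0.56 (adjusted p = 0.0704 from limma). All 9 genes of the aryl hydrocarbon receptor pathway had lower fitted values, with none passing over all genes and 7 lower when adjusted over the list alone (camera adjusted p = 2.7e-05, adjusted p = 0.223 with an estimated correlation). The receptor Ahr had a log2 fold change of -0.89 (adjusted p = 0.131) and its target Nqo1, a quinone reductase, one of -1.34 (adjusted p = 0.119). Lipo replicate 1 held the highest mean over these 9 genes of all 12 libraries. In Lipo against uninvolved knees 6 of the 9 were higher by both adjustments and the list rose in camera (adjusted p = 0.0114, adjusted p = 0.412 with an estimated correlation), a call that ended without Lipo replicate 1 (adjusted p = 0.0564) and at a filter of 5 FPKM (0.111), within a range from 0.00154 to 0.412.

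**Figure D2:**
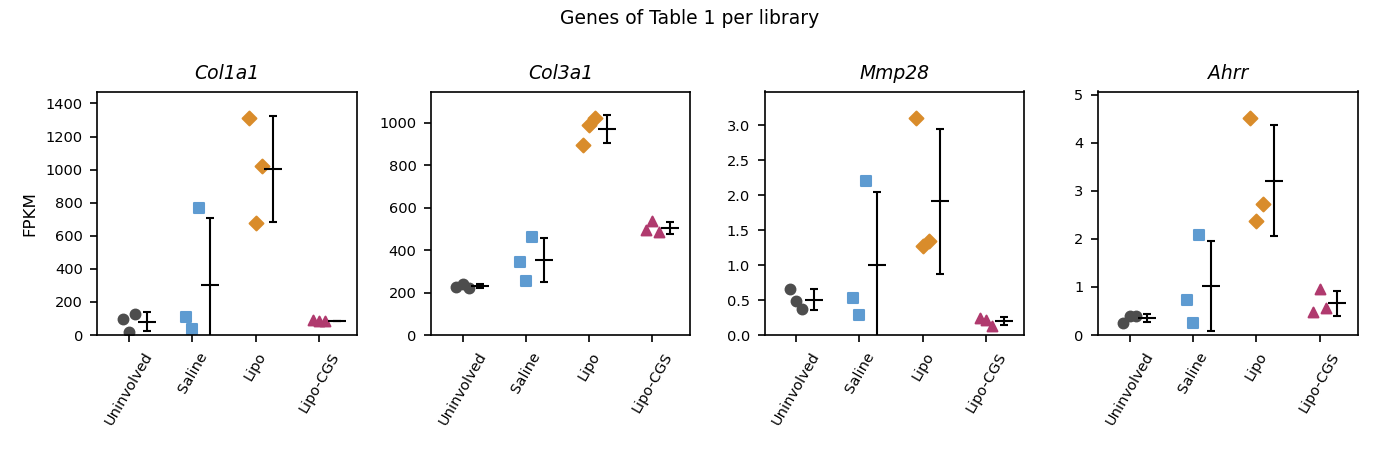
FPKM of Col1a1, Col3a1, Mmp28 and Ahrr in each of the 12 libraries, 1 panel per gene with a linear axis, 1 point per library, and bars at the mean ± SD of the 3 libraries of each group. Col1a1 lies between 677 and 1315 FPKM in Lipo and between 83.0 and 87.9 FPKM in Lipo-CGS.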

**Figure 5:**
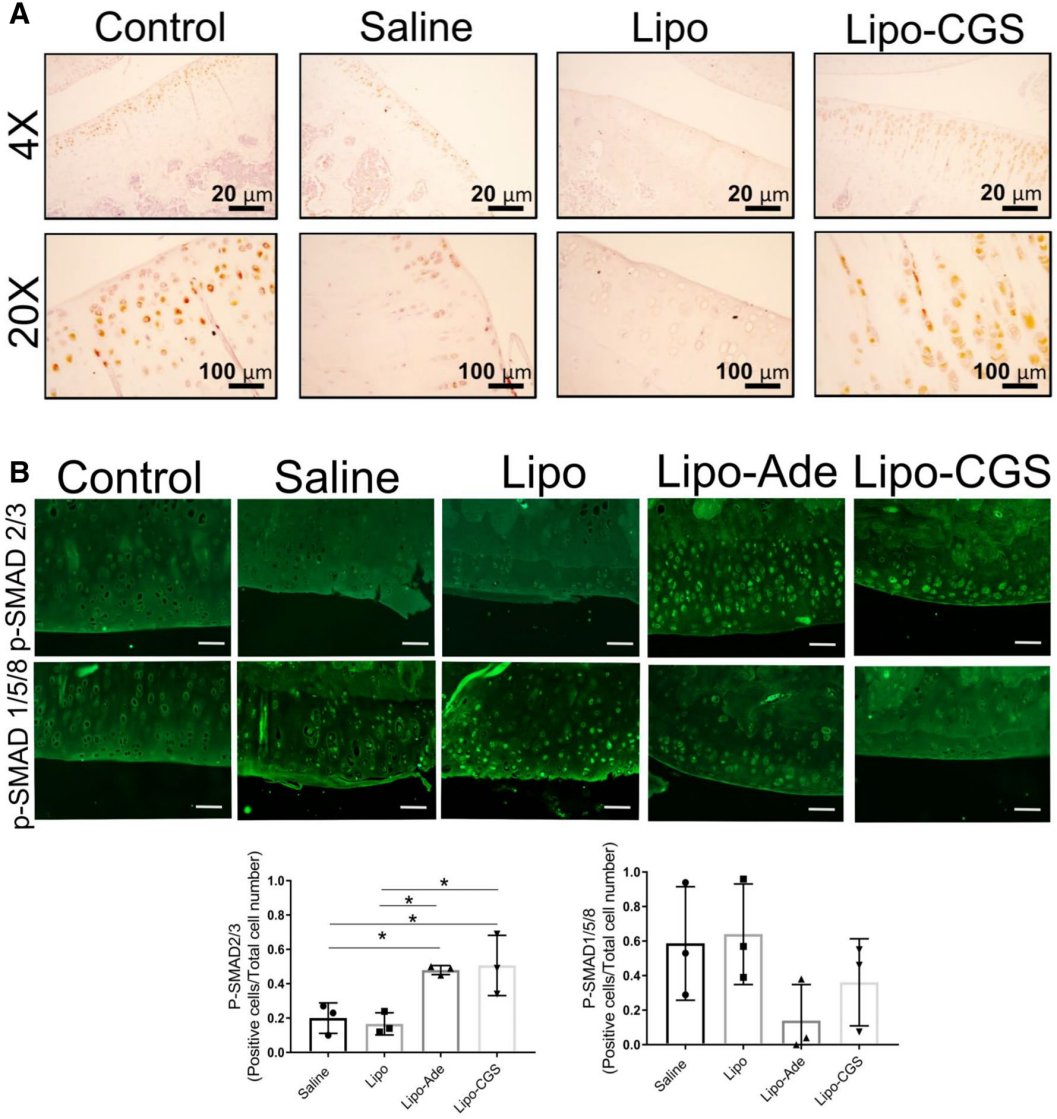

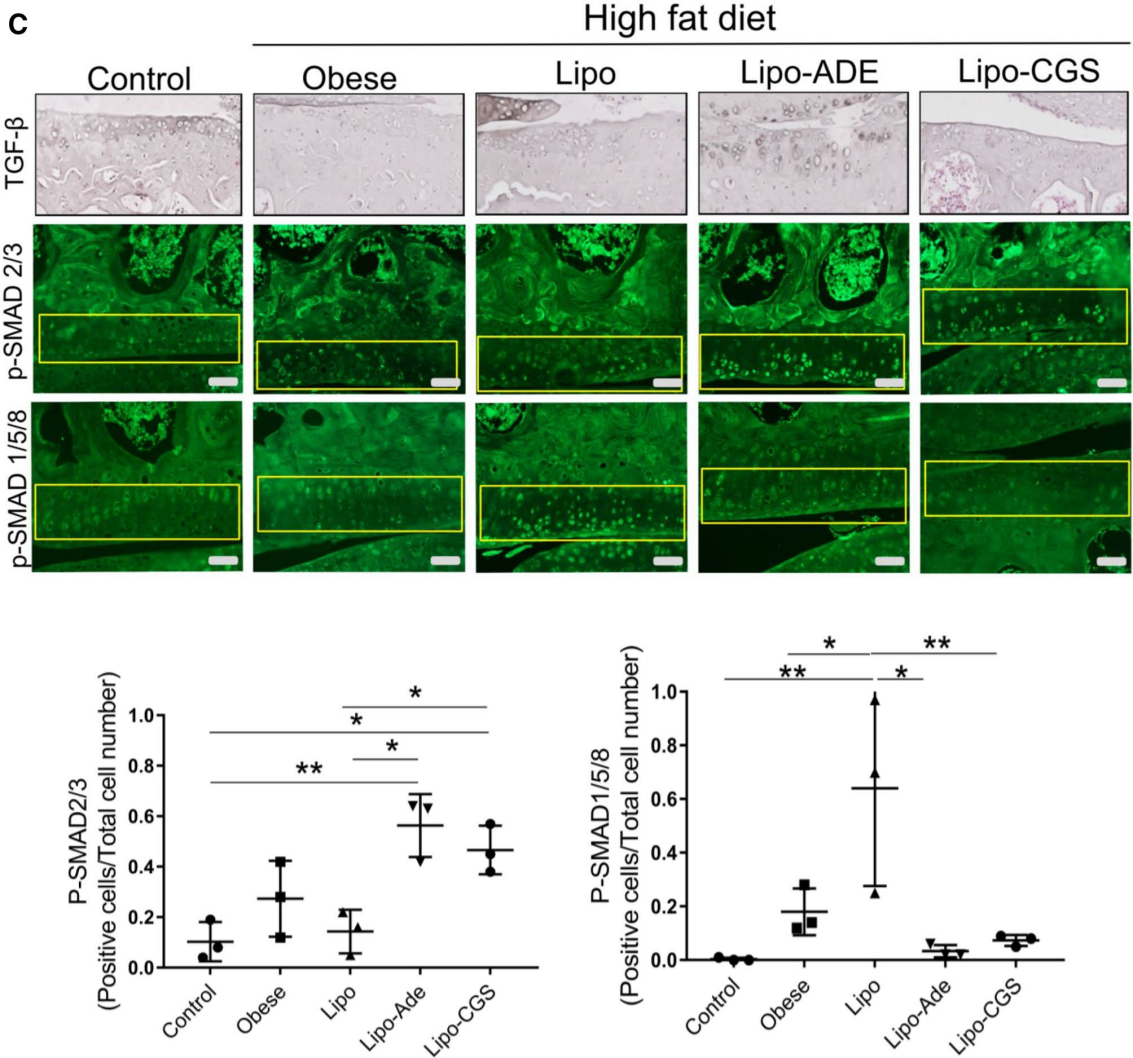
A2AR activation induces switch in TGF-β molecular signaling from phosphorylation of SMAD2/3 to SMAD1/5/8 pathway. (**A**) Representative immunohistochemistry pictures of TGF-β expression in OA rats articular cartilage after different treatments. (**B**) P-SMAD2/3 activation in chondrocytes of rat knees treated with Lipo-CGS. The original magnification of these figures was 40× (the yellow square defines the area of articular cartilage). Plotted below are the number of SMAD1/5/8- and SMAD2/3-positive cells in the cartilage of knees treated with saline, empty liposomes or lipo-ade or lipo-CGS. Each point represents the ratio of positive/total cells from a section from a different animal. Statistical significance was determined by 1-way ANOVA with repeated measures followed by Bonferroni’s post hoc test for differences between groups; (**C**) Shift of SMAD activation from P-SMAD2/3 to P-SMAD1/5/8 in Lipo-CGS and Lipo-ADE treated OA knee in murine model.

We further confirmed these findings in vitro using neonatal murine chondrocytes and demonstrated that the A2AR agonist CGS21680 stimulated increased chondrocyte aggrecan production, an effect reversed by the A2AR-selective antagonist ZM241385 (Supplemental Fig. 6A). Moreover, CGS21680 stimulated an increase in message for col2a1 which was exaggerated after IL-1 treatment of the chondrocytes (Supplemental Fig. 6B).

**Figure 6:**
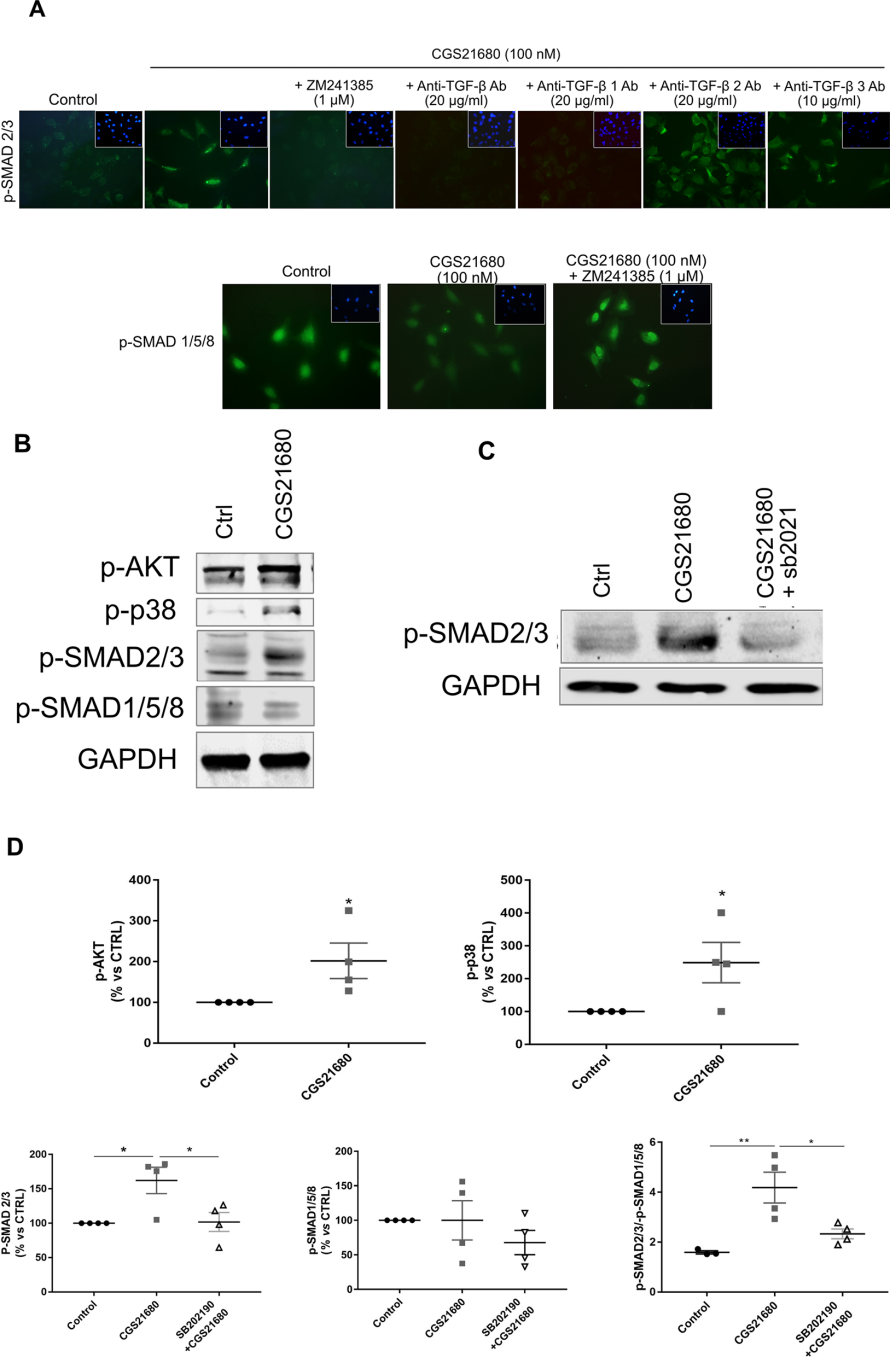
A2AR ligation stimulates P-SMAD2/3 and downregulates P-SMAD1/5/8 nuclear translocation by a mechanism involving TGF-β1 and, partially, TGF-β2 and 3. (**A**) Incubation of human chondrocytic cells with CGS21680 (100 nM, 30 min) induces P-SMAD2/3 translocation to the nucleus and reduces SMAD1/5/8 nuclear localization. Cells were pre-incubated for 15 min. with anti-TGF-β, anti-TGF-β1, anti-TGF-β2 and anti-TGF-β3 prior to incubation with CGS21680 (100 nM, 30 min) with or without ZM241385 (1 µM). (**B**) Representative images of Western Blots of phosphorylated AKT, P38, SMAD2/3, SMAD1/5/8 and GAPDH in TC28a2 chondrocytes. (**C**) SMAD2-3 phosphorylation is inhibited by pre-incubation with the p38MAPK inhibitor SB202190 (10 µM, 90 min pre-incubation). (**D**) Relative quantitation of p-AKT, p-P38MAPK, p-SMAD2/3, p-SMAD1/5/8 and the ratio of p-SMAD2/3/p-SMAD1/5/8. (n = 4 for each group; *p < 0.05; ** p  < 0.01).

### Lipo-CGS treatment increases TGFβ expression in cartilage

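The gene of TGFβ2, Tgfb2, was expressed at 81.2 ± 3.61 FPKM in Lipo-treated and 66.2 ± 4.36 FPKM in Lipo-CGS-treated chondrocytes (SD, n = 3 each). Its log2 fold change of Lipo-CGS against Lipo was -0.29 (standard error 0.11, adjusted p = 0.183 from limma). The 3 Lipo libraries, at 77.2 to 84.3 FPKM, lay above the 3 Lipo-CGS libraries, at 61.5 to 70.1 FPKM (exact permutation test, two-sided p = 0.1, the smallest such a test allows). Tgfb2 stood at 28.4 ± 3.56 FPKM in uninvolved and 31.1 ± 3.48 FPKM in Saline-treated knees. It was higher than in uninvolved knees by log2 fold changes of 1.51 in Lipo (adjusted p = 1.1e-05 from limma) and 1.21 in Lipo-CGS (adjusted p = 6.6e-05). Tgfb1, the gene of the remaining ligand, stood at 73.6 ± 17.7 FPKM in Lipo and 62.0 ± 2.39 FPKM in Lipo-CGS (log2 fold change -0.22, adjusted p = 0.396).

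Of 26 genes for TGFβ ligands, latency proteins, receptors and SMADs, 11 had higher and 15 lower fitted values in Lipo-CGS than in Lipo, and none passed over all genes or when adjusted over the list alone (camera adjusted p = 0.309, adjusted p = 0.811 with an estimated correlation). The smallest adjusted p was that of Thbs1, thrombospondin 1, which activates latent TGFβ, at a log2 fold change of -0.74 (adjusted p = 0.102 from limma). The co-receptor Tgfbr3 had one of 0.55 (adjusted p = 0.136). The signal mediators Smad2 and Smad3 had log2 fold changes of -0.24 and -0.23, and Smad1 and Smad5 of 0.07 and 0.00 (adjusted p from 0.375 to 0.993). In Lipo against uninvolved knees, 14 of the 26 were higher and 1 lower by both adjustments, and the list rose in camera (adjusted p = 7.0e-04, adjusted p = 0.412 with an estimated correlation). Thbs1 and Smad3 were among the higher genes, at log2 fold changes of 2.13 and 1.11.

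Of 14 genes induced through SMAD2/3, none passed over all genes between Lipo-CGS and Lipo, and Bhlhe40 and Tgif1 were higher and Cdkn2b lower when adjusted over the list alone (camera adjusted p = 0.978, adjusted p = 0.984 with an estimated correlation). Bhlhe40 was called higher without Lipo replicate 3 (adjusted p = 0.0478, up to 0.275 in other settings) and Cdkn2b lower in the 9 libraries without Saline (adjusted p = 0.0453, up to 0.282 in other settings). Of 11 genes induced through SMAD1/5/8, 9 had higher fitted values and none passed by either adjustment (camera adjusted p = 0.0853, adjusted p = 0.641 with an estimated correlation). That list passed at the preset correlation without Lipo replicate 1 (adjusted p = 0.0409), without Lipo-CGS replicate 2 (0.0162) and with only the groups compared (0.0473), within a range up to 0.641. In Lipo against uninvolved knees 7 of these 11 were lower and none was higher by both adjustments (camera adjusted p = 0.0546, adjusted p = 0.621 with an estimated correlation, and at the preset correlation 0.0458 without Lipo replicate 3, 0.0398 without a filter, 0.0423 with only the groups compared and 0.0434 with the replicate block, and 0.00701 in fry, which tests a list against no change), among them Id1, an inhibitor of differentiation, at a log2 fold change of -1.55 (adjusted p = 1.8e-04 from limma).

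**Figure D3:**
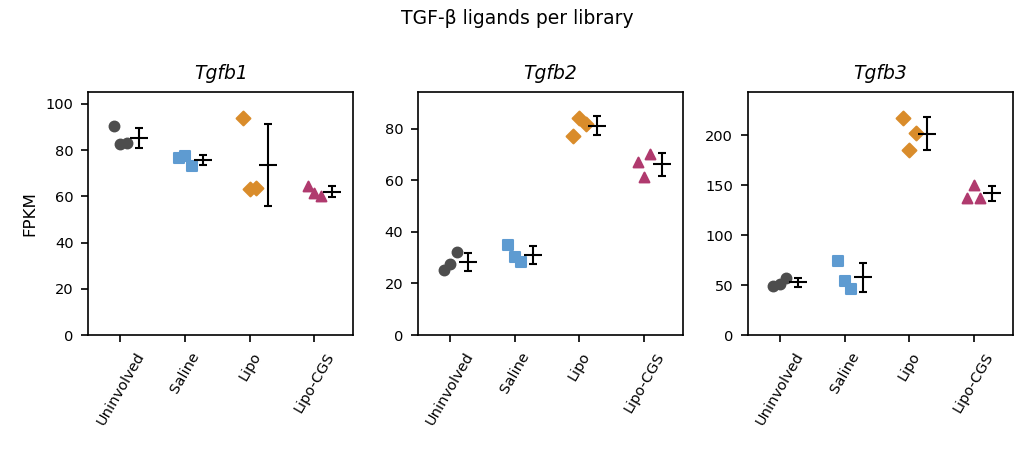
FPKM of Tgfb1, Tgfb2 and Tgfb3 in each of the 12 libraries, 1 panel per gene with a linear axis, 1 point per library, and bars at the mean ± SD of the 3 libraries of each group. In Lipo, Tgfb2 lies between 77.2 and 84.3 FPKM and Tgfb3 between 185 and 218 FPKM.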

As noted above, genome-wide expression analysis indicated that Lipo-CGS treatment decreased expression of TGFβ2 and 3, so we next determined whether there was any change in TGFβ expression in the cartilage of the rats with established PTOA treated with Lipo-CGS. In the deep layers of cartilage, we observed an increase of TGFβ expression in the Lipo-CGS-treated group. In the uninvolved knee the expression of TGFβ was present but limited to the chondrocytes located in the more superficial region, whereas TGFβ expression was reduced in the Saline- and Lipo-treated group (Fig. 5A).

Because TGFβ is present in the matrix in many tissues and must be activated to stimulate cells, we determined whether the chondrocytes had been stimulated by active TGFβ by determining whether there was nuclear localization of phospho-SMADs, critical mediators of TGFβ signaling. We observed that phospho-SMAD1/5/8 was present in the nuclei of chondrocytes in normal, saline- and Lipo-treated knees (Fig. 5B). In contrast, we were surprised to observe that Lipo-CGS treatment stimulated a decrease in nuclear phospho-SMAD1/5/8 and increased nuclear localization of phospho-SMAD2/3. Nuclear phospho-SMAD2/3 was not observed in unaffected knees or knees treated with either saline or Lipo (Fig. 5B). In mice with obesity-induced OA, we also observed that Lipo-Ade and Lipo-CGS stimulated TGFβ expression although the change was not as marked as in the rats with established PTOA (Fig. 5C). Similarly, Lipo-CGS and Lipo-Ade treatment reduced nuclear phospho-SMAD1/5/8 expression and stimulated an increase in nuclear phospho-SMAD2/3 (Fig. 5C). These results indicate that stimulation of A2AR alters not only TGFβ expression and activation but also regulates the downstream signaling of TGFβ.

### A2AR stimulation directly affects phosphorylation of SMAD2/3 and SMAD1/5/8 via activation of AKT and p38 MAPK

The effect of intra-articular injections of Lipo-CGS and Lipo-Ade on TGFββ expression and the change in TGFβ signaling in the knees of rats with established PTOA and mice with established obesity-induced OA was surprising. Moreover, it is possible that the changes observed in TGFβ signaling in vivo might be secondary to other changes induced by the treatments. Therefore, we tested the effect of the selective A2AR agonist CGS21680 on nuclear localization of phospho-SMADs in T/C-28a2 cells, a human chondrocyte cell line. In untreated cells phospho-SMAD1/5/8 was present in the nuclei and there was no phospho-SMAD2/3 present (Fig. 6A). After incubation with CGS21680 for 30 min, there was an increased nuclear translocation of phospho-SMAD2/3 and a diminished nuclear phospho-SMAD1/5/8, as detected by immunofluorescence (Fig. 6A). The selective A2AR antagonist ZM241385 (1µM) completely reversed the effect of CGS21680 on nuclear localization of phospho-SMADs. The presence of a neutralizing pan-TGFβ antibody or a more specific TGFβ1 antibody blocked the A2AR agonist-induced P-SMAD2/3 phosphorylation. Antibodies directed against TGFβ2 and anti-TGFβ3 antibody partially reversed nuclear localization of phospho-SMAD2/3 (Fig. 6A).

Western blotting analysis also revealed a TGF-β independent pathway of activation for *p* SMAD2/3 that changes the balance of intracellular p-SMAD2-3/p-SMAD1-5-8. Previous reports indicate that activation of p-38MAPK phosphorylate and activate pSMAD2/3 by phosphorylation of AKT^17,18^ and we have previously demonstrated that A2AR stimulation leads to activation of p-38MAPK in human fibroblasts and stellate cells^19-22^. Treatment of chondrocytic cells with the selective A2AR agonist CGS21680 induced an increase of cellular p-p38 MAPK and p-AKT (Fig. 6B). Moreover, the effect of the A2AR agonist on SMAD2/3 phosphorylation and activation was reversed by pre-incubation with the inhibitor of p38 MAPK, SB202190 (Fig. 6C and D). Although we found no significant reduction in whole cell p-SMAD1/5/8, the ratio of p-SMAD2-3/p-SMAD1-5-8 increased in the control group from 1.6 to 4.2 in CGS21680 treated cells (*p* < 0.01, Fig. 6D); administration of SB202180 decreased the effect of CGS21680 on the ratio p-SMAD2-3/p-SMAD1-5-8 to 2.33 (*p* < 0.05, Fig. 6D).

## Discussion

We have previously reported that adenosine and its A2AR play a central homeostatic role in cartilage and chondrocytes during periods of physiological mechanical stress and pathological inflammation^11^. We also demonstrated that replacement of adenosine prevents cartilage damage in a rat model of post-traumatic OA^11^. Here we present evidence that activation of A2AR by intra-articular injection of liposomal adenosine and the potent and specific A2AR agonist CGS21680lows OA progression in two different models of established OA, a murine model of obesity-induced OA and a rat model of PTOA. Moreover, our data suggest that A2AR stimulation alters both TGFβ activation and post-receptor signaling from a pathway associated with chondrocyte hypertrophy and terminal differentiation (ALK1/P-SMAD1/5/8) to a pathway associated with chondrocyte proliferation and matrix production (ALK5/P-SMAD2/3; Fig. 7).

**Figure 7:**
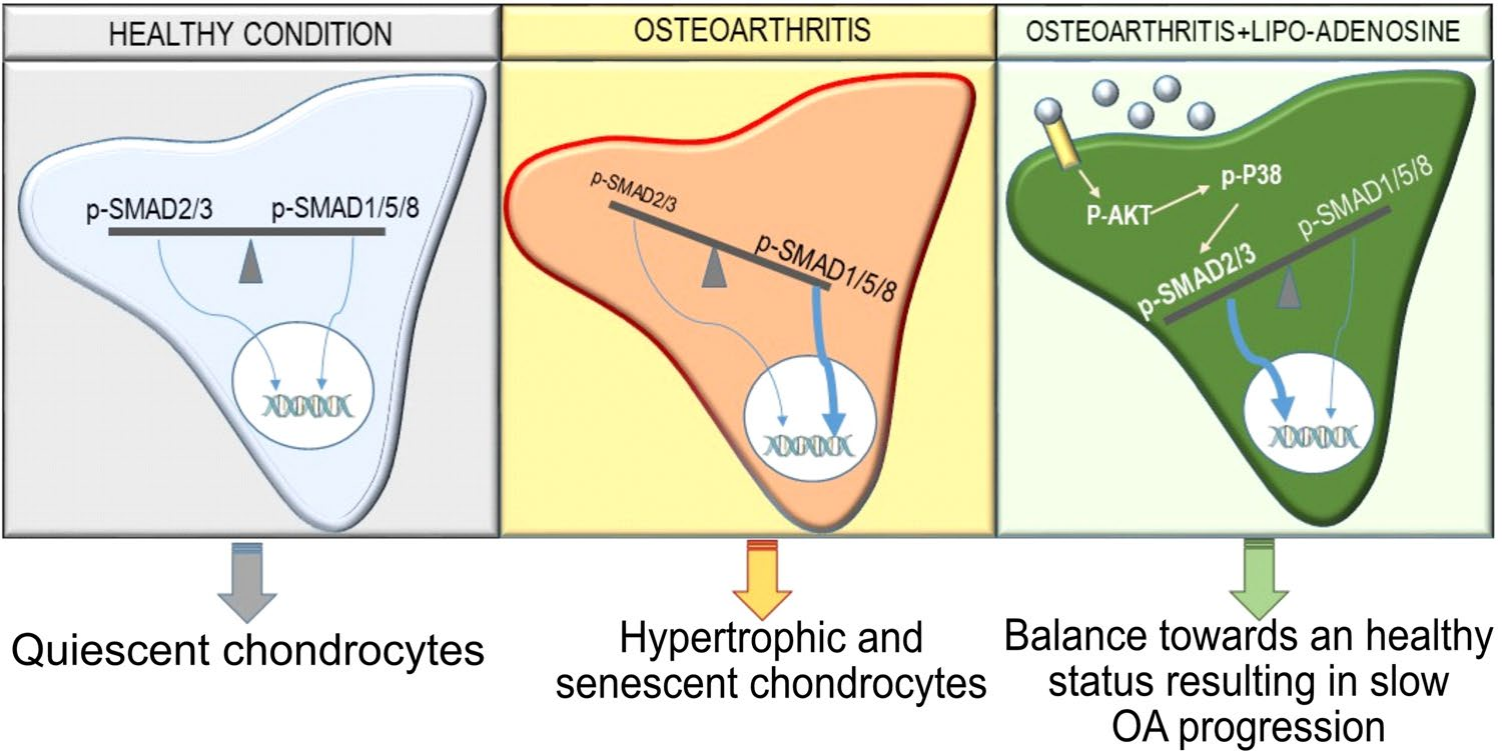
Activation of A2AR signaling increases SMAD2/3 phosphorylation through p-AKT/p-P38 dependent mechanism. Schematic representation of molecular pathway activated by adenosine (grey circle) after A2AR ligation involving phosphorylation of AKT and P38 leading to increased SMAD2/3 phosphorylation compared to SMAD1/5/8 phosphorylation inducing an imbalance in the ratio p-SMAD2-3/p-SMAD1/5/8 which leads to activation of genes involved in cell proliferation and new cartilage synthesis.

Adenosine and its A2AR play a critical role in maintaining cartilage and joint homeostasis by inhibiting cartilage degradation and promoting cartilage matrix production by chondrocytes^11-14^. The source of adenosine in the extracellular space is primarily from ATP transported into the extracellular space where it is hydrolyzed to adenosine by ecto-enzymes. With age, inflammation and injury ATP levels in chondrocytes and other cell types fall, likely as a result of mitochondrial dysfunction^23^, and lower levels of ATP are transported into the extracellular space. The resulting diminution of A2AR stimulation permits chondrocyte hypertrophy and expression of proteins, like matrix metalloproteases, that contribute to development of OA. In contrast, in inflamed and injured cartilage cytokines enhance both A2AR expression and function^24-26^, thus magnifying the functional effects of A2AR stimulation. As a result, it is likely that the marked changes in chondrocyte function induced by liposomal adenosine and CGS21680 in the setting of OA are greater than expected in otherwise normal chondrocytes.

Although it is likely, based on the efficacy of the lipo-CGS21680 (a selective A2AR agonist) treatments to promote cartilage formation, that stimulation of the A2AR is principally responsible for the improvement in osteoarthritis observed here it is possible that other adenosine receptors are also involved in this therapeutic effect. Deletion of both A2AR and A3R have been shown to lead to osteoarthritis^11,27^ and it is likely that the homeostatic role of adenosine in cartilage and chondrocytes is mediated by both receptors. Interestingly osteoarthritis becomes evident within 6 months of age in A2AR deficient mice but has only been described in aged mice lacking A3R, suggesting that the A2AR is more critical for maintenance of chondrocyte homeostasis throughout life, whereas loss of the A3R exacerbates the effects of age on cartilage. Agents that stimulate A2AR and A3R prevent progression of osteoarthritis in animal models of osteoarthritis induced by trauma and injection of monoidoacetate, respectively. The anti-inflammatory properties of stimulating both adenosine receptors ^28^ likely play a critical role in preventing progression of osteoarthritis in these models, particularly the monoiodoacetate-induced model of osteoarthritis which is characterized by acute inflammatory changes. Both A2AR and A3R stimulation inhibit chondrocyte production of catabolic proteins^11,14,27,29,30^ associated with cartilage destruction but, to date, only A2AR stimulation of chondrocytes induces production of cartilage matrix, as shown here.

The results presented here are consistent with the hypothesis that A2AR stimulation reverses OA, in part, by stimulating TGFβ production in vivo and shifting downstream signaling to promote matrix production. We found, in both in vitro and in vivo studies, that stimulation of A2AR shifts TGFβ signaling to a pathway that blocks chondrocyte hypertrophy and promotes cartilage repair. When studied in vivo*,* we observed that there was an increase in TGFβ immunostaining in the chondrocytes of rats with PTOA treated with liposomal adenosine and CGS21680, although expression analysis showed diminished message for TGFβ in chondrocytes harvested from these same animals. Nonetheless, in in vitro studies using a chondrocyte cell line, we observed that A2AR stimulation increased nuclear localization of p-SMAD2/3 by a mechanism that was blocked by antibodies to TGFβ1 and, to a lesser extent, TGFβ2/3 within a timeframe during which it is most likely that the principal effect of the A2AR stimulation is on activation of TGFβ rather than increased expression. More interestingly, A2AR stimulation biases TGFβ signaling via activation of p38 MAPK, a signaling intermediate that is activated by A2AR stimulation and downstream AKT activation^20,21,31^.

In previous studies we have observed that A2AR signal, in part, via AKT and p38MAPK^31^ in association with activation of Wnt signaling in fibroblasts^22,32^. Wnt signaling in chondrocytes is associated with terminal differentiation of chondrocytes and catabolism of cartilage^33,34^. We found here that in chondrocytic cells A2AR stimulation also leads to activation of AKT but the consequences of this activation include a shift in TGFβ signaling from a catabolic pathway (SMAD1/5/8) to an anabolic pathway (SMAD2/3) which, in these studies, appears to be dominant over the Wnt-mediated catabolic pathway observed previously. Likely other cAMP-dependent signals contribute to this effect as well although these have not yet been explored.

Prior studies have demonstrated that activation of latent TGFβ is crucial for maintaining chondrocyte and cartilage homeostasis^35^. TGFβ is released into the extracellular space in a latent form and, once activated, TGFβ regulates cellular function by binding the ALK5 receptor leading to phosphorylation of SMAD2/3 and the stabilization of the transcription factor SOX9 and reduction of RUNX2 activity^36,37^. ALK5 activation and P-SMAD2/3 exert a positive effect on cartilage by regulating chondrocyte proliferation and blocking chondrocyte hypertrophy^38-40^. Accordingly, with aging and joint inflammation there is a decrease in SMAD2/3 phosphorylation^41,42^. Chondrocytes in adult animals also express ALK1, which is activated by TGFβ and other TGFβ-related ligands leading to phosphorylation and nuclear localization of SMAD1/5/8^43^. In contrast to ALK5 stimulation, ALK1 activation is associated with an increase in hypertrophic chondrocytes^44^. Thus, TGFβ stimulation plays different roles during cartilage development and maturation and later during aging and senescence.

Although a number of agents have been reported to prevent OA progression in animal models, there are very few examples of agents that reverse OA changes in cartilage. Intermittent activation of PTH signaling has been reported to repair articular cartilage damage^45^. Similarly inhibition of Wnt signaling is also reported to prevent cartilage degradation and promote cartilage regeneration^46^, and enhancing the levels of the nuclear transcription factor FoxO1 promotes regeneration in OA cartilage^47^. Here we observed that intraarticular injection of either liposomal preparations of adenosine or a selective A2AR agonist promotes cartilage repair and regeneration in the setting of established OA in both rats with PTOA and mice with obesity-induced OA. It is unlikely that A2AR stimulation leads to inhibition of Wnt signaling in chondrocytes since we have previously shown in primary human dermal fibroblasts and in murine models of fibrosis that A2AR stimulation promotes Wnt signaling^19,48^.

In the obesity-induced model of osteoarthritis in mice the pro-inflammatory cytokines adiponectin, resistin and IL-6^49-52^ contribute to the chondrocyte and cartilage defects observed and these and other adipokines have been proposed as biomarkers of osteoarthritis. Despite the contribution of these cytokines to the pathogenesis of OA, A2AR stimulation reverses the osteoarthritis that develops in obese mice without affecting serum levels of these adipokines. Stimulating A2AR diminishes responses to a number of inflammatory cytokines and reduces the production of inflammatory cytokines^28^ and our results indicate that intraarticular treatment with either Lipo-Ade or Lipo-CGS diminishes the responses of chondrocytes and other synovial cells to these inflammatory stimuli.

Currently there are no agents approved for the promotion of cartilage regeneration in OA patients. Our results, though preliminary and in need of further and deeper investigation involving other OA animal models, indicate that the adenosine A2AR is a novel target for a disease-modifying OA drug.

## Methods

### Materials

ZM241385 (A2AR antagonist) and CGS21680 (A2AR agonist) were obtained from TOCRIS (MI, USA). Antibodies: anti-TGFβ (3711S), anti p-AKT (4060), p-P38 (4511S) were purchased from Cell Signaling (MA, USA); ADAMTS5, phospho-SMAD1/5/8 antibody (AB3848), multiplex kit for mouse adipokines detection (MADKMAG-71 K) from Millipore (MA, USA);anti-Rb-Col2A1 (sc-28887), and secondary antibody HRP conjugate (SC-2030) were obtained from SantaCruz (CA, USA). Goat Anti-Type I Collagen (1310-01) was purchased from Southern Biotech (Birmingham, AL). SB202190 was purchased from R&D System (Minneapolis, MN). Hexabrix was purchased from Guerbet (IN, USA); anti-p-SMAD2-3 was purchased from Abcam (Cambridge, UK). Paraformaldehyde (PFA) 32% was obtained from Electron Microscopy Sciences (PA, USA). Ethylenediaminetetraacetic acid (EDTA), bovine serum albumin, SIGMA*FAST* 3,3′-Diaminobenzidine tablets, Anti-Rabbit IgG–FITC antibody, cholesterol, phosphatydil choline from egg yolk, ethanol, glycerol, adenosine and ascorbic acid, DAPI, primers for RT-PCR (sequences in Table 2) were purchased from Sigma Aldrich (MO, USA). DMEM, penicillin–streptomycin and fetal bovine serum were purchased from Life technology (NY, USA). The kit for RNA extraction was purchased from QIAGEN (CA, USA). The reverse transcription kit was purchased from Applied Biosystem (CA, USA). The SYBR Green PCR Master Mix was obtained from AB Applied Biosystems (CA, USA). Anti TGFβ 2 and 3 were purchased from R&D Systems (Minneapolis, MN).

**Table 2:** Primer sequences for gene expression analysis using qRT-PCR.

*Adamts14*	Forward	5′-aagctggaactcagccgtta-3’	*SOX9*	Forward	5′-ctagccttccttgcaaccag-3’
	Reverse	5′-aaggttctgaaagccaagca-3’		Reverse	5′-aatctgagagcctggggaat-3’
*AHRR*	Forward	5′-cagcaacatggcttctttca-3’	*Tgfb2*	Forward	5′-aatcctagccagggacgttt-3’
	Reverse	5′-gaagcactgcattccagaca-3’		Reverse	5′-tgcaggagcaaaaaggttct-3’
*Btg2*	Forward	5′-agctgtgaatcgctccagat-3’	*Tgfb3*	Forward	5′-gcaacttggaggagaactgc-3’
	Reverse	5′-agacaggcctgctcaacag-3’		Reverse	5′-gtcagaggctccaggtcttg-3’
*Cnmd*	Forward	5′-aagcagtgctccctctacca-3’	*Acan*	Forward	5′-ctacgacgccatctgctaca-3’
	Reverse	5′-ctctctccttcctgctggtg-3’		Reverse	5′-gctttgcagtgaggatcaca-3’
*Col1a1*	Forward	5′-tgctgccttttctgttcctt-3’	*Gapdh*	Forward	5′-agacagccgcatcttcttgt-3’
	Reverse	5′-aaggtgctgggtagggaagt-3’		Reverse	5′-cttgccgtgggtagagtcat-3’
*Col3a1*	Forward	5′-gtccacgaggtgacaaaggt-3’			
	Reverse	5′-catcttttccaggaggtcca-3’			

### Animals

Mice and rats employed in this study were kept under regular lighting conditions (12 h light/dark cycles) and given food and water ad libitum. Sprague Dawly male rats were used in experimental OA induction (n = 5–6 for each group). Twelve week old, male C57/Bl6 mice were used in the obesity-induced OA model. Newborn mice, 5 days old were used for chondrocyte isolation from femoral and knee joint.

### Murine model of obesity related OA

C57/Bl6 mice, 12 weeks old, were fed a high fat diet (60% fat, Research Diets D12492i—Research Diets Inc., NJ-USA) for 12 weeks before and during intraarticular treatment with saline or liposome with and without CGS21680 or adenosine. Injections (10 µl) were administered intraarticularly every 10 days for 6 injections in total. This intraarticular injection regimen was chosen arbitrarily based on the assumption that OA progression would be ongoing and that the effects of the liposomal injections would be finite. Animals were monitored with DEXA scan (Lunar PIXImus, GE Lunar Corp., WI-USA) on a monthly basis to assess differences in percent total body fat and bone mineral composition between groups. Legs and plasma were collected at the end-point.

### PTOA induction in rats and liposomal adenosine treatment

The post-traumatic OA (PTOA) model used is a non-invasive method for inducing anterior cruciate ligament (ACL) rupture in rat knees in vivo with a single load of tibial compression. The procedure was performed under anesthesia (1–3% isoflurane) as previously described^15^. All experimental groups of rats, as described below, consisted of 3 rats and each experimental group was repeated once (total of 5–6 rats per experimental group). This number of rats was chosen because larger group sizes led to operator overload and diminished quality of results. To have a > 90% power to detect a 70% reduction in OARSI score using an ANOVA with repeated measures, with an α error probability of 0.05 and three groups, we will need a minimum of six animals for each condition. OARSI score variance for previously published experiments was used for the power analysis^11^.

Starting 4 weeks after ACL rupture when osteoarthritis is clearly present^15^, rats were treated every 10 days with intra-articular injections of 100 µl of a liposomal suspension containing CGS21680 or adenosine (1 mg/Kg), empty liposomes or with saline for 8 weeks. This intraarticular injection regimen was chosen arbitrarily based on the assumption that OA progression would be ongoing and that the effects of the liposomal injections would be finite. Knee swelling and weight in the rats were measured before every injection. At the end of the experiment rats were sacrificed and both legs were harvested for immunohistochemistry and micro-computed tomography (µCT) analysis.

### Liposome preparation and measurement of adenosine encapsulation

Liposomes were prepared fresh the day before injection. Ethanol was added to soybean oil containing adenosine or CGS21680. The lipid phase containing phosphatidyl choline and cholesterol (1:0.5 by molar ratio) was added to the previous solution and emulsified at 15,000 rpm for 10 min. Saline along with glycerin was then added to the lipid phase and was homogenized at 15,000 rpm for 20 min followed by sonication for 1 min at 100% duty cycle. Adenosine encapsulation in liposome was measured after 1, 2, 24, 48 h incubation at 37 °C (Supplemental Fig. 1). Liposomes were incubated in PBS and then collected at the different time points. Liposomes were centrifuged at 23000 g for 1 h at 4 °C. Supernatant was removed and the liposome pellet was resuspended in a saline solution containing 0.5% Triton-X100. Adenosine concentration in the remaining intact liposomes was quantified by High Performance Liquid Chromatography.

### Luminex assay

Mouse plasma samples were assessed for 6 analytes (IL-6, Insulin, Leptin, MCP-1, PAI-1, Resistin, TNF-α) by using multiplexed bioassays and the Luminex xMAP technology following the manufacturer’s instructions. The immunoassay was read by using MAGPIX analyzer in the Translational Research Laboratory Instrument Core at NYU-Langone Health.

### Histology, immunohistochemistry and immunofluorescence

Both limbs were cleaned of soft tissue, placed into 4% PFA for 48 h then preserved in 70% ethanol. After µCT analysis the samples were washed with PBS and decalcified in 10% EDTA for 4 weeks. Mouse samples were fixed and decalcified for 3 weeks. Paraffin-embedded histological coronal Sections (5 µm) were cut, mounted and prepared for analysis with H&E and Safranin O/Fast green staining to assay different cartilage components (3 slices, 200 um apart were analyzed for each animal). TGFβ, ADAMTS5, collagen-1 and collagen-2 were detected in cartilage by immunohistochemistry. Briefly, joint sections were deparaffinized by xylene and re-hydrated in decreasing ethanol concentrations. Antigen retrieval was performed by immerging the sections in a proteinase K solution (20 µg/ml) for 30 min at 37 °C. Sections were depleted of endogenous peroxidase activity with 3% H_2_O_2_ in methanol, then blocked with PBST containing bovine serum albumin (1%) and FBS (5%) for 60 min. Sections were incubated overnight with rabbit antibody (1:200 dilution) specific for each protein under study. After rinsing with phosphate buffered saline (PBS), horseradish peroxidase (HRP)-conjugated secondary antibody was applied and stained with diaminobenzidine (DAB) kit. Slides were scanned using a Leica microscope equipped with Slidepath Digital Image Hub version 3.0 Software (www.leicabiosystems.com). Assessment of OA was performed by evaluation of Safranin-O stained slides in a blinded fashion. OARSI score was determined blindly as previously described^53^. Briefly, for histologic scoring, slides were stained using Safranin-O Fast Green technique. OARSI score determined blindly for each specimen taking into account the severity of cartilage degradation, cartilage calcification, presence of osteophytes and their size^54^.

Immunofluorescence was performed in order to detect P-SMAD2/3 and P-SMAD1/5/8. After over-night incubation with the primary antibody, slides were incubated with the FITCH secondary antibody (1:200) for 1 h. Slides were mounted with mounting media containing DAPI for nuclei staining. Tissue slide preparation and H&E staining were performed in the Experimental Pathology Research Laboratory at NYU-Langone Health.

### µCT Cartilage examination

After washing with PBS, rat knees (femoral and tibial surfaces from joints previously dislocated, n = 5–6 for each group) were incubated in PBS containing the ionic contrast agent Hexabrix (40% v/v) for 6 h. All joints were evaluated in a (16 mm) scanning tube providing a volex size of 10.5 µm and scanned at 55 kV, 181 µA, and 110 min of acquisition time^11^. During scanning the samples were wrapped in paper soaked in PBS to avoid dehydration. uCT scanning and data reconstruction were performed by the microCT core at NYU-School of Dentistry.

### P-SMAD2/3 and P-SMAD1/5/8 detection in human chondrocyte cell line

Human immortalized chondrocyte cells (T/C-28a2) were a kind gift of Dr. Mary B. Goldring, from Hospital for Special Surgery, NY-USA. Cells were cultured in complete medium DMEM-F12 containing 10% FBS and 1% Penicillin–Streptomycin. Cells were grown at 37 °C, in 5% CO2. T/C-28a2 cells were treated with CGS21680 for 30 min with a pre-incubation of IL-1β (10 ng/ml for 60 min) and specific TGFβ neutralizing antibodies (20 ug/ml for pan anti-TGFβ, -TGFβ 1 and 2; 10 ug/ml for anti-TGFβ 3).

Cells were plated in 8-well chamber slides and, after the appropriate treatments, were washed with cold PBS and fixed with paraformaldehyde 4% (10 min). Cells were permeabilized using a solution of PBS containing Triton 0.25% for 10 min. After 3 washes for 5 min each, a blocking solution (FBS 5%, BSA 1% in PBST) was added to the cells for 1 h. Cells were incubated with primary antibody against P-SMAD2/3 and P-SMAD1/5/8. Cells were washed 3 times for 5 min each with PBS and incubated with the secondary antibody FITC conjugate (1:200 in PBST) for 1 h. After 3 washes of 5 min each, a cover slide was applied to the slide with a mounting media containing DAPI. Immunofluorescence was revealed by the Nikon Eclipse Ni fluorescence compound microscope^11^.

For western blotting analysis, cells were pre-incubated with p38 MAPK inhibitor SB202190 (10 µM for 90 min) and then treated for 30 min with CGS21680 (100 nM).

After cell treatments, the total protein extracts were collected and stored at − 80 °C. Total protein fractions were quantified using the DC Protein assay kit (BioRad). Western blotting was performed by electrophoresing 30 µg protein through a 10% polyacrylamide gel followed by transfer of proteins to nitrocellulose membranes. Nitrocellulose membranes were incubated overnight at 4 C with the specific primary antibody (1:1000) and, after washing, incubated with goat anti-rabbit IRDye 800 CW and goat anti-mouse IRDye 680 RD (1:5000). Membranes were scanned with Li-Cor Odyssey equipment and the intensities of the protein bands were quantified by densitometric analysis using Image Studio software version 2.0.38 (www.licor.com)^55^.

### A2AR stimulation in murine chondrocytes

Chondrocytes were isolated from articular cartilage as previously described^11^. Cells were treated with CGS21680 (1 µM) alone or in the presence of the A2AR antagonist ZM241385 (1 µM) for 7 days in order to assess aggrecan production by using Alcian Blue staining. The Alcian Blue staining was performed how previously described^56^.

Cells were isolated for RNA and Real Time PCR after 24 h of treatment with IL-1β (5 ng/ml) alone or in presence of CSG21680 (1 µM).

### Reverse transcription and real time PCR

RNA extraction was performed from mouse primary chondrocytes using RNeasy Mini Kit (Qiagen, Invitrogen) and QIAshredder colums (Qiagen, Invitrogen), following the manufacturer’s protocol. RNA reverse transcription was performed using the MuLV Reverse Transcriptase PCR Kit (Applied Biosystems). After RNA reverse transcription to cDNA, real time PCR reactions were performed^11^.

### Genome wide expression analysis of chondrocytes isolated from OA rats after Lipo-CGS treatment

Rats were treated with saline, Lipo and Lipo-CGS following the timing previously described. Animals were sacrificed at the end of the experiment and knee articular chondrocytes were collected. Briefly, cartilage was sliced using a scalpel and incubated with pronase 1% for 90 min, then washed and incubated with 0.4% in collagenase for 3 h at 37C. Each sample was obtained by combining tissues from 3 rats. Cell suspension was washed with PBS and cultured. RNA extraction was performed using the RNA extraction kit (QIAGEN) following the manufacturer instruction.

The Illumina HiSeq 4000 was used to generate single-read 50 bp RNA-Seq data. FASTQ files were generated using the bcl2fastq2 Conversion software (version 2.17; www.support.illumina.com) to convert per-cycle BCL base call files. The alignment program, STAR (version 2.4.5a; https://github.com/alexdobin/STAR/releases)^57^, was used for mapping reads to the *Rattus norvegicus* reference genome, Rnor_6.0 and FastQ Screen (version 0.5.2; https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen) was utilized to check for contaminants. The software, featureCounts (Subread package version 1.4.6-p3; https://subread.sourceforge.net/), was used to generate the matrix of read counts for annotated genomic features. For differential expression analysis and the generation of normalized expression values, the DESeq2^58^ package (Bioconductor version 3.3; https://bioconductor.org/news/bioc_3_3_release/) was utilized in the R statistical programming environment. DESeq tests for differential expression by fitting a negative binomial distribution to gene counts which adequately captures the spread of biological replicates. Further data transformations, plotting, and statistical filtering were also performed in the same R environment from custom scripts. *p* Values attained from differential gene expression analysis were adjusted for multiple testing by controlling for false discovery using Benjamini-Hochberg’s method^59^. Genes with adjusted *p* values < 0.05 and a fold-change of 1.5 were flagged as differentially expressed and then used for Gene Set Enrichment Analysis (GSEA)^60,61^. GSEA was performed using the latest DAVID Bioinformatics Resource (version 6.8; https://david.ncifcrf.gov/)^62^ to elucidate over-represented biological processes and pathways.

### Data analysis

Amira software version 6.3 (Visage Imaging GmbH, Berlin, Germany; https://www.fei.com/software/) was used to reconstruct rat joints from µCT data based on differential density of bone and Hexabrix-treated cartilage. Statistical significance for differences between groups was determined using Student’s T-test, two-way or one-way ANOVA, as appropriate, using GraphPad Prism software version 7 (GraphPad, San Diego, CA; https://www.graphpad.com/). If the overall differences were significant (F < 0.05) then differences between groups were analyzed by Bonferroni post-hoc testing.

### Study approval

All protocols for experimental procedures involving the use of animals were approved by the New York University School of Medicine Institutional Animal Care and Use Committee. All methods were performed in accordance with New York University Medical Center guidelines and regulations.

## Supplementary information

Supplementary file1.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon request. Original data from genomic analyses are posted on https://github.com/FenyoLab/Cronstein.

How the deposited data were processed for this re-analysis (not part of the article)

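The RNA of knee articular chondrocytes was measured in 12 libraries, 3 each from uninvolved knees and from injured knees treated with Saline, Lipo or Lipo-CGS. By the paper's methods, single reads of 50 bp from a HiSeq 4000 were aligned with STAR 2.4.5a to Rnor_6.0, screened with FastQ Screen 0.5.2, counted with featureCounts of Subread 1.4.6-p3 and compared with DESeq2 of Bioconductor 3.3. Only the authors' deposited table of FPKM values with 2 decimals was used, and the sources used do not give the step from counts to FPKM. Each column was assigned to its group and replicate by its name. Gene symbols are those of the table. Of its 28546 symbols 17169 were found in the reference list of rat genes, including 10079 of the 11373 tested. The reference belongs to another assembly, so no coordinates are given. Of the symbols on the gene lists 24 were absent from the table.

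Values were analyzed as log2(FPKM + 0.5) without further scaling. Genes with at least 1 FPKM in at least 3 of the 12 libraries were kept, and 9582 genes at 0 in all libraries were among those left out. Group means were fitted to all 12 libraries with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, lmFit, contrasts.fit and eBayes with a trend on mean expression), with 8 residual and 3.65 prior degrees of freedom. The thresholds, an adjusted p under 0.05 and a fold change over 1.5, are those of the paper's methods. For Lipo-CGS against both vehicle groups, the 6 Lipo and Saline libraries were fitted as 1 group. Of 31 gene lists, 23 had at least 5 tested genes and were tested with camera, two-sided, with Benjamini-Hochberg adjustment over these lists, and again with an estimated correlation and with fry. Separation of groups was measured by the pseudo-F of Euclidean distances with an exact permutation test. Principal components were computed on the 500 most variable genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

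Read counts and depth are not given in the FPKM table used, and so no counting intervals can be given. The total of all FPKM values ranged from 406630 to 544170 and the number of genes at 1 FPKM or more from 10858 to 11109 per library. The median relative depth was 0.929 in uninvolved knees, 1.00 in Lipo, 1.06 in Lipo-CGS and 0.999 in Saline. The comparison of Lipo-CGS with Lipo was tested on simulated data, in which 50 genes each were shifted by a log2 change of -2, -1, 1 and 2. Of these, 48, 43, 46 and 50 were called, with 6 false calls. The simulated noise was normal and independent between genes and libraries, without an outlying library. The shifted genes had a mean of at least 2 FPKM. These counts check the procedure and do not measure recovery or false calls in the real libraries. No columns were identical. The replicate numbers were tested for pairing across groups and were not used as a block in the reported values.

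The named genes are every gene of Table 1, Table 2, Fig. 3C and the paper's text, the 12 largest rises and 12 largest falls of Lipo-CGS against Lipo and of Lipo and Lipo-CGS against uninvolved knees, the 5 largest in each direction of the comparisons with Saline and with both vehicle groups, and the 4 members of every list with the smallest adjusted p in Lipo-CGS against Lipo and in Lipo against uninvolved knees. The largest changes were taken among called genes with no overlap between the libraries of the compared groups and a mean of at least 1 FPKM in one of them. The values in Table 1, Fig. 3 and Fig. 4 of the paper had been seen when this rule was written. Other genes named in the text are members of a counted group of genes and were chosen after their values were seen.

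The alternatives tried were pseudocounts of 1 and 0.1, no filter, a filter of 5 FPKM, values recentered by median-of-ratios factors, a fit to only the groups compared, a fit to the 9 libraries of Fig. 3, the replicate number as a block, robust eBayes, other thresholds and leaving out each library in turn. Array weights and a fit without Saline replicate 3 were added after the values were seen. Methods for read counts were not run, since only the table of FPKM values was used. The paper also names a public code repository with original data of the genomic analyses, which was not used here. The experiments of the paper other than the RNA sequencing have no values in the table and were left out.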

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

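The tests on a wrong label of the Saline libraries, on bone cells and on cells like those of Saline replicate 3 in the Lipo libraries, and on other cell types and depth in Saline replicate 3 were chosen after the result was seen. Between Lipo-CGS and Lipo, 17 of the 19 called genes are genes that the paper's text, tables and main figures do not name, such as Myoc, Vcan and Reln. The paper's text, tables and main figures give no values for cell cycle genes or for glycolysis and hypoxia genes as groups, of which 31 of 35 were lower and 13 of 20 higher in Lipo-CGS than in Lipo when adjusted over the list alone, with 0 of both passing over all genes. The paper's pathway analysis in Supplemental Fig. 5 was not read.

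The paper's text, tables and main figures report no sequencing values for the Saline libraries. In limma 2609 genes were called between Lipo and Saline (1208 higher and 1401 lower in Lipo) and 2110 between Lipo-CGS and Saline (936 higher and 1174 lower in Lipo-CGS), against 0 between Saline and uninvolved knees, where 566 of all tested genes (4.98%) had an unadjusted p under 0.05. Without Uninvolved knee replicate 3 the last count was 46, and without Saline replicate 2 it was 1. Between Saline and uninvolved knees 8.48% of genes had libraries that lay apart, where chance gives 10% on average over splits.

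Lipo and Lipo-CGS together lay apart from Saline and uninvolved knees. The 125 short non-coding transcripts had a median log2 difference of 0.0155 between these pairs of groups (quartiles -0.25 and 0.33), which argues against a different selection of RNA in library preparation. Of 1615 genes with a mean of at least 50 FPKM 33.6% were called between Lipo and Saline, 1.47 times the 22.9% of all tested genes. A difference in depth would act first on weakly expressed genes. Abundant genes can also be called more often because they vary less on the log2 scale, so this share cannot decide. The relative depth was 0.911 to 1.09 in Lipo (median 1.00) and 0.799 to 1.04 in Saline (median 0.999), which argues against a difference in depth between these groups. Saline libraries that are uninvolved knees under a wrong label stay open, since 566 genes at an unadjusted p under 0.05 between these groups is about the number chance gives and no value here tells an injured knee without response from an uninjured one. The paper reports cartilage damage by OARSI score in Saline-treated knees, as their label says, but by a measure that was not made on these libraries. A response to the liposomes, which both groups received, and a batch, which the labels do not give, stay open as untested.

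Col1a1 and Tnn were higher in Lipo than in Lipo-CGS by the fitted values, and bone cells carried over could be a source of both. The mean log2 level of 8 osteoblast and osteocyte markers was higher in Lipo by 0.339, with 6 markers higher, and the libraries overlapped, at -1.13 to -0.35 in Lipo and -1.33 to -1.02 in Lipo-CGS. Such a small difference with overlap would speak against bone cells, but only Ibsp and Dlx3 reached a group mean of 1 FPKM, and markers near the floor exclude nothing, so bone cells stay open. Ibsp, the most abundant, was higher in Lipo than in Lipo-CGS by 1.14 on the log2 scale and was called lower in Lipo than in uninvolved knees, a call that ended without Uninvolved knee replicate 1 or 3, without Lipo replicate 1 or 3 and without a filter (adjusted p up to 0.0942). Saline replicate 3 is marked by 60 genes, at 5 FPKM or more and over 4 times both other Saline libraries. Col1a1 and Tnn are among them. The other 58 had a median log2 difference of 0.706 between Lipo and Lipo-CGS (quartiles 0.36 and 1.00), with 54 higher in Lipo. Cells like those of Saline replicate 3 in the Lipo libraries stay open as well, since chondrocytes may express these genes themselves. A treatment effect on the chondrocytes stays open as untested.

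Saline replicate 3 held 60 genes at 5 FPKM or more at over 4 times both other Saline libraries, against 0 or 1 such genes in each other library, among them Lgals1, Ccl2, Aqp1 and Lum. Its relative depth was 1.04, within the 0.799 to 1.17 of the other libraries, which argues against a difference in depth. Of 62 markers of other cell types 58.1% were highest in it among the Saline libraries and 17 exceeded the next by over 2 times, but of 10 cell types the osteoclasts alone had this in more of their markers than not, 3 of 5. Of these osteoclast markers Atp6v0d2 and Mmp9 reached only 0.26 FPKM. Of 11 leukocyte markers 7 were highest in Saline replicate 3 and 5 exceeded the next by over 2 times. Among the latter were Lyz2, at 10.34 FPKM against 0.58 and 0.52 in the other Saline libraries, and Tyrobp, at 2.9 against 0.1 and 0.13. Of 13 fibroblast markers 4 exceeded the next by over 2 times. Other cell types stay open, since most markers did not exceed the next in this way. The labels give no biological difference between Saline replicates. Each library combines 3 rats, and by the paper's methods each experimental group was repeated once. Whether pools of rats or repeats differ was not tested.

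In Lipo-CGS against both vehicle groups as 1 group 8 genes were called, 5 higher and 3 lower, where the paper compares with Lipo alone. Cnmd, Myoc, Gas1, which encodes a membrane protein of growth arrest, Rcan1 and Sirpa, a receptor for CD47, were higher at log2 fold changes of 2.21, 2.05, 1.38, 0.92 and 0.82, and Reln and Aldh1a3 were lower at -1.45 and -1.17, as was Ttc9. As many genes were called in 3 of the 84 splits of these 9 libraries, which are those that part a whole group from the others, and the highest count of the mixed splits was 1. The split of Saline against the others called 2285 genes and that of Lipo against the others 56, which points to a structure of the samples. The real split held the lowest count of these 3. A split that mixes Saline with liposome libraries in both groups puts their difference into the spread, and so calls few genes by its construction. The splits therefore do not exclude chance for the 8 genes. The count was 1 without Lipo replicate 1, any of the Lipo-CGS replicates or Saline replicate 3, 2 without Saline replicate 1, 3 without Saline replicate 2, 281 without Lipo replicate 2 and 426 without Lipo replicate 3.

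The 10 splits of 3 libraries against 3 are too few for a share under 0.05. In 1 of 10 splits, the real one, the counts were as large for Lipo-CGS against Lipo (19, highest other 1), Lipo against uninvolved knees (3464, highest other 0), Lipo-CGS against uninvolved knees (2926, highest other 0), Lipo against Saline (2609, highest other 0), Lipo-CGS against Saline (2110, highest other 0) and the lists changed in Lipo-CGS against Lipo (9, highest other 8). The lists changed in Lipo against uninvolved knees were as many in 3 of 10 splits (9, highest other 9), and the count of 0 for Saline against uninvolved knees in 10 of 10 (highest other 0).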

How the results depend on the processing

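The array weights and the fit without Saline replicate 3 were tests chosen after the result was seen. Apart from the leave-one-out fits, the alternatives not named here left each count within 1.5 times its reported value and each direction the same. For genes higher and lower in Lipo-CGS than in Lipo (9 and 10), the filter of 5 FPKM gave 6 lower, only the groups compared 31 lower, the replicate block 2 higher, and the 9 libraries of Fig. 3 15 higher and 33 lower, including all 19 called genes. A log2 fold change over 1.5 gave 1 and 5, an unadjusted p under 0.0005 41 and 31, and an adjusted p under 0.0005 0 and 0. Array weights gave 184 and 188 in a fit in which the weights did not converge, so that these counts are less sure, and the fit without Saline replicate 3 47 and 61. Leaving out 1 of the 6 Lipo and Lipo-CGS libraries gave 0 to 31 higher and 3 to 17 lower. The cause was not tested in any of these.

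At a log2 fold change over 1.5, an adjusted p under 0.0005 and no fold threshold, the counts were 255, 1175 and 6297 for Lipo against uninvolved knees, 230, 539 and 5653 for Lipo-CGS against uninvolved knees, 158, 283 and 5236 for Lipo against Saline and 156, 153 and 4493 for Lipo-CGS against Saline. These settings change the threshold itself. At an unadjusted p under 0.0005 the last 3 were 1752, 1481 and 1127, and 6 genes passed between Saline and uninvolved knees. Leaving out 1 library of the compared groups gave 2859 to 4138, 2271 to 3671, 2235 to 2875 and 1866 to 2225 in the same order, and 0 to 46 for Saline against uninvolved knees.

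For Lipo-CGS against both vehicle groups (8), no filter, the filter of 5 FPKM, only the groups compared and the replicate block gave 1 each, array weights 1614, a log2 fold change over 1.5 2, an unadjusted p under 0.0005 69, an adjusted p under 0.0005 0, and leaving out 1 library of the compared groups 1 to 426. The cause was not tested. Of 23 lists, 9 changed in Lipo-CGS against Lipo and 9 in Lipo against uninvolved knees at the preset correlation, 0 and 0 with an estimated correlation, and 3 and 14 in fry, which tests a list against no change and not against the other genes. Leaving out 1 library of the compared groups gave 7 to 9 and 8 to 11.

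Tgfb3 and Tgfb2 stayed lower in Lipo-CGS than in Lipo and above the threshold in every planned setting, with log2 fold changes of -0.56 to -0.45 and -0.34 to -0.24 when 1 Lipo or Lipo-CGS library was left out. The pseudo-F of the 3 groups ranged from 5.57 to 8.92 and that of Lipo-CGS against Lipo from 1.97 to 3.53 when 1 library of the compared groups was left out. The change of Lipo-CGS against Lipo correlated across genes with that of Saline against uninvolved knees at -0.275. This value ranged from -0.356 to -0.0758 when 1 library was left out, the last without Saline replicate 3, and the cause was not tested. Since 0 genes were called between Saline and uninvolved knees, the second change is not shown to be one of disease. The other pair of changes without a shared library, Lipo-CGS minus Saline against Lipo minus uninvolved knee, gave 0.747 (exact permutation test, p = 0.1). Both of its contrasts set a liposome group against one without liposomes, so by its construction it measures another quantity, and its sign does not bear on that of the first.

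Of the other values, gene lists kept their side of the threshold and direction in 661 settings, passed only in the alternative in 17, no longer passed in 39 and turned without passing in 40. Named genes did so in 2093, 26, 174 and 15. Libraries of the same number correlated after removal of group means at r from -0.216 to 0.198, over 0.1 in 2 of 18 pairs, and 2 of 12 libraries correlated best with their own number, so the numbers do not pair libraries. DESeq2 and edgeR were not run, since only the table of FPKM values was used. The unknown depth limits weakly expressed genes first.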

Differences from the paper's values

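The array weights and the fit without Saline replicate 3 were tests chosen after the result was seen. The paper's number of genes downregulated in Lipo-CGS against Lipo is 42 and the value here is 10, at the thresholds of the paper's methods. The paper's results section names another threshold, a p under 0.0005, without saying there whether it is adjusted. Of the alternatives set before the data were examined, the value comes within 1.5 times the paper's with only the groups compared (31), with the 9 libraries of Fig. 3 (33) and at an unadjusted p under 0.0005 (31). It does not with a pseudocount of 1 (13) or 0.1 (10), no filter (10), the filter of 5 FPKM (6), recentered values (10), the replicate block (7), robust eBayes (10), a log2 fold change over 1.5 (5), an adjusted p under 0.0005 (0), no fold threshold (10) or any of the 6 Lipo and Lipo-CGS libraries left out (3 to 17). The fit without Saline replicate 3, chosen after seeing the values, gives 61 and calls 6 of the 9 tested genes of Table 1, leaving 3 uncalled, and array weights, also chosen after seeing the values, give 188 in a fit that did not converge and call the same number. The paper's number of upregulated genes is 8 and the value here is 9. It was 11 with only the groups compared, 15 with the 9 libraries of Fig. 3 and 41 at an unadjusted p under 0.0005. It was 2 with the replicate block and 0 to 31 when 1 Lipo or Lipo-CGS library was left out.

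The paper's Table 1 lists its genes as changed between Lipo-CGS and Lipo with adjusted p-values. It marks the changes of Col1a1, Adamts14, Ahrr and Tgfb3 as upheld by RT-PCR, which was not used here. All 9 tested genes were lower here by the fitted values, as in the paper, but none was called, with adjusted p from 0.0613 to 0.314 in limma and 8 at an unadjusted p under 0.05. Only the groups compared calls Ahrr, Col1a1 and Col3a1, the 9 libraries of Fig. 3 call Adamts14, Ahrr, Col1a1, Col3a1 and Mmp28, a pseudocount of 1 calls Adamts14 and an unadjusted p under 0.0005 calls Adamts14 and Col3a1. Array weights and the fit without Saline replicate 3, both chosen after seeing the values, call Adamts14, Ahrr, Col1a1, Col3a1, Mmp28 and S1pr3 and leave the other 3 uncalled. The paper states that TGFβ2 and TGFβ3 decreased, and its Fig. 4 also gives RT-PCR results for TGFβ2. Tgfb2 and Tgfb3 were lower by the fitted values, and neither was called in any planned setting.

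The paper states that genes of cartilage catabolism and of apoptosis were downregulated. Of 25 matrix proteases 13 had lower and 12 higher fitted values, with Mmp3 at 0.88 and Mmp10 at 0.86 on the log2 scale, whereas Adamts14, Mmp28 and Mmp23 of Table 1 were below 0. Of 17 pro-apoptotic genes 10 had lower and 7 higher fitted values. The apoptosis genes of the paper's Table 1, Ahrr and S1pr3, are not on that list. Both were lower by the fitted values, at log2 fold changes of -1.65 and -1.32, and neither was called. Fig. 4 shows more aggrecan message by RT-PCR, and Acan had a log2 fold change of -0.08 with an adjusted p of 0.897. The hypertrophy genes and the cartilage matrix genes as lists went the way the paper states in camera at the preset correlation (adjusted p = 0.0364 and 0.00769), but not with an estimated correlation (adjusted p = 0.524 and 0.811), and each call ended when single libraries were left out. The hypertrophy list does not hold Col1a1, Col3a1 and Col4a5, which Table 1 gives for hypertrophy and which had lower fitted values here. The legend of Fig. 7 states that genes of cell proliferation are activated. Of 35 cell cycle genes 34 had lower fitted values in Lipo-CGS than in Lipo, with 0 passing over all genes and the list lower in camera (adjusted p = 1.7e-18, adjusted p = 0.369 with an estimated correlation). In Fig. 3C the legend names genes altered by Lipo or Lipo-CGS. Of the 49 tested, 44 were called in either group against uninvolved knees. Of all tested genes 30.5% were called in Lipo and 25.7% in Lipo-CGS against uninvolved knees. A choice of genes on the same libraries makes such calls likely in advance, so they are not independent evidence. Between Lipo-CGS and Lipo, Junb and Npnt of the 49 were called. Only the groups compared adds Ahrr, Col1a1, Fam198b, Npvf and Tnn and loses Junb, and the 9 libraries of Fig. 3 add Ahrr, Casq2, Col1a1, Fam198b and Tnn. A pseudocount of 1 and an unadjusted p under 0.0005 add Npvf, and the fit without Lipo replicate 3 adds Fos and loses Junb. Array weights and the fit without Saline replicate 3, both chosen after seeing the values, call 11 and 8 of the 49, leaving 38 and 41 uncalled.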

Other observations

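No test in this part was chosen after the result was seen, but the single genes named were picked by their results. Compared with Saline, chondrocytes of both liposome groups had more transcript of Npvf, Nnat and Anxa3 and less of Fos and Ccl2. Npvf was higher in Lipo by a log2 fold change of 4.21 and in Lipo-CGS by 3.19, and Nnat by 3.02 and 3.34. Anxa3, a protein that binds membranes, was higher by 3.10 and 2.25, and Svep1 was higher in Lipo by 3.41. Fos was lower at -4.42 in Lipo and -3.83 in Lipo-CGS, and Ccl2, which attracts monocytes, at -3.68 and -4.39, with Saline replicate 3 holding 341 FPKM of Ccl2 and the other Saline libraries 22.4 and 16.9. Col2a1 stood at 6093 ± 1883 FPKM in Saline, lowest in replicate 3 at 4132, and at 10972 ± 2187 in Lipo-CGS, where it was called higher (log2 fold change 0.88, adjusted p = 0.0324 from limma). That call ended without Lipo-CGS replicate 1 or 3, without Saline replicate 1 or 3, with the replicate block and without a filter (adjusted p up to 0.385).

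Against Saline, 21 of 24 immediate early genes were lower in Lipo and 19 in Lipo-CGS (camera adjusted p = 4.9e-14 and 1.2e-12, and adjusted p = 0.141 and 0.231 with an estimated correlation). Of 35 cell cycle genes 18 were lower in Lipo and 34 in Lipo-CGS (camera adjusted p = 3.6e-05 and 4.7e-16, and adjusted p = 0.599 and 0.383 with an estimated correlation). Of 29 cartilage matrix genes 10 were higher in Lipo and 17 in Lipo-CGS (camera adjusted p = 0.00964 and 1.8e-05, and adjusted p = 0.686 and 0.598 with an estimated correlation). Over the cartilage list Saline replicate 3 held the lowest mean of all 12 libraries on the centered log2 scale, at -0.71 against -0.28 and -0.03 in the other Saline libraries, and Lipo replicate 1, at -0.40, lay below these as well. Between Saline and uninvolved knees 8 lists changed in camera, 0 of them with an estimated correlation, and 0 lists changed in fry. Fibrous matrix (adjusted p = 2.1e-04), matrix proteases (4.7e-04), TGFβ genes (0.0139), cAMP-responsive genes (9.8e-05), inflammatory genes (0.00264) and the aryl hydrocarbon receptor pathway (5.5e-04) rose in Saline, and ribosomal proteins (8.2e-04) and mitochondrial transcripts (0.00183) fell, with the smallest adjusted p = 0.218 with an estimated correlation. Saline replicate 3 held the highest mean of the Saline libraries over all of the lists that rose but the cAMP-responsive genes. The means of the Saline libraries were -0.19, -0.59 and 0.45 for fibrous matrix, -0.34, -0.25 and 0.33 for matrix proteases and 0.12, 0.47 and 1.13 for inflammatory genes, the last value of each in replicate 3.

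In Lipo against uninvolved knees 9 of 18 inflammatory genes were lower and 1 higher (camera adjusted p = 0.103, adjusted p = 0.700 with an estimated correlation), a list that passed without Lipo replicate 3 (adjusted p = 0.0447) and with only the groups compared (0.0423), and in fry (0.0269), within a range up to 0.700 over the settings. Wnt signaling had 7 of 18 genes higher and 1 lower, cAMP-responsive genes 3 of 12 higher and 5 lower, and hypertrophy genes 2 of 13 higher and 5 lower (camera adjusted p = 0.268, 0.307 and 0.644, and adjusted p = 0.527, 0.688 and 0.875 with an estimated correlation). Wnt signaling passed in camera at a filter of 5 FPKM (adjusted p = 0.0362). In fry, which tests a list against no change and not against the other genes, Wnt signaling (adjusted p = 0.0117) and cAMP-responsive genes (0.00209) passed. The lists of protease inhibitors, pro-apoptotic, anti-apoptotic, SMAD2/3 target and adenosine genes and of mitochondrial transcripts did not change in camera (adjusted p = 0.923, 0.964, 0.677, 0.911, 0.964 and 0.964, and adjusted p = 0.972, 0.980, 0.827, 0.902, 0.980 and 0.980 with an estimated correlation), and anti-apoptotic genes passed in fry (0.00727). The gene of the A2AR, Adora2a, lay between 0.05 and 0.24 FPKM in the 12 libraries and was not tested, and Adora3 and Smad9 were listed at 0.

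Of the markers of other cell types, fibroblast markers did not change between Lipo-CGS and Lipo (camera adjusted p = 0.959, adjusted p = 0.984 with an estimated correlation), with Pdpn and Htra4 higher when adjusted over the list alone, and neither did pericyte markers (camera adjusted p = 0.608, adjusted p = 0.858 with an estimated correlation), with 2 of 5 higher and 1 lower when adjusted over the list alone. Leukocyte markers had 4 tested genes, osteoblast and osteoclast markers 2 each, and endothelial, skeletal muscle and adipocyte markers 1 each, of which none passed over all genes between Lipo-CGS and Lipo in limma. Adjusted over the list alone Ibsp was lower and the osteoclast marker Acp5 higher. Neutrophil and red blood cell markers stayed under 1 FPKM, at up to 0.44 and 0.9. The most abundant markers were Tagln at up to 448.6, Acta2 at up to 229.8 and Thy1 at up to 175.7 FPKM, and all 3 were expressed in all 12 libraries.

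Across the 11373 tested genes, the change of Lipo-CGS against Lipo and that of Saline against uninvolved knees, which share no library, correlated at r = -0.275 and rho = -0.262 (exact permutation of the 20 labelings, p = 0.3, where labelings reached 0.356), and at r = -0.0758 without Saline replicate 3. Genes are not independent replicates.

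The genes of Fig. 3C may be the most variable genes of the libraries and not those that differ most between Lipo-CGS and Lipo, since 38 of the 50 are among the 100 most variable of the 9 libraries of Fig. 3. Of the 49 tested, 4 are among the 100 genes with the lowest p between Lipo-CGS and Lipo, and 30 are among the 100 with the largest change of Lipo-CGS against uninvolved knees, where 0.431 are expected by chance. The last count is not independent evidence, since the legend presents these genes as altered by Lipo or Lipo-CGS in the same libraries. The test leaves the hypothesis open, since genes that differ among the 3 groups are variable as well.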
